# Thwarting Metabolic Dysfunction-Associated Fatty Liver Disease (MAFLD) with Common Bean: Dose- and Sex-Dependent Protection against Hepatic Steatosis

**DOI:** 10.3390/nu15030526

**Published:** 2023-01-19

**Authors:** Tymofiy Lutsiv, John N. McGinley, Elizabeth S. Neil, Michelle T. Foster, Henry J. Thompson

**Keywords:** hepatic steatosis, fatty liver disease, non-alcoholic fatty liver disease, metabolic dysfunction-associated fatty liver disease, common bean, pulses, lipid metabolism, biological sex

## Abstract

Hepatic steatosis signifies onset of metabolic dysfunction-associated fatty liver disease (MAFLD) caused by disrupted metabolic homeostasis compromising liver function. Regular consumption of common beans reduces the risk of metabolic impairment, but its effective dose, the impact of biological sex, and underlying mechanisms of action are unknown. We fed female and male C57BL6/J mice with obesogenic yet isocaloric diets containing 0%, 17.5%, 35%, and 70% of total dietary protein derived from cooked whole common beans. Liver tissue was collected for histopathology, lipid quantification, and RNA-seq analyses. Beans qualitatively and quantitatively diminished hepatic fat deposition at the 35% dose in female and 70% dose in male mice. Bean-induced differentially expressed genes (DEGs) most significantly mapped to hepatic steatosis and revealed dose-responsive inhibition of *de novo* lipogenesis markers (*Acly*, *Acaca*, *Fasn*, *Elovl6*, *Scd1*, etc.) and triacylglycerol biosynthesis, activation of triacylglycerol degradation, and downregulation of sterol regulatory element-binding transcription factor 1 (SREBF1) signaling. Upregulated fatty acid β-oxidation was more prominent in females, while suppression of *Cd36*-mediated fatty acid uptake—in males. Sex-dependent bean effects also involved DEGs patterns downstream of peroxisome proliferator-activated receptor α (PPARα) and MLX-interacting protein-like (MLXIPL). Therefore, biological sex determines amount of common bean in the diet required to prevent hepatic lipid accumulation.

## 1. Introduction

The 21st century is distinguished by globalization of sedentary lifestyle (owing to mechanization, automation, and computerization of labor), dietary patterns (especially the unbalanced Western-type), and the consequential upsurge in the burden of non-communicable diseases (such as obesity, type II diabetes mellitus, cardiovascular diseases, and cancer) which account for more than 70% of deaths per annum globally [1,2,3]. Despite their multifactorial etiology, disrupting the organism’s metabolic homeostasis is fundamental to their pathogenesis [3,4]. The liver plays a central role in regulating whole-body metabolism in mammals, and the dietary-induced chronic liver disorder is referred to as metabolic dysfunction-associated fatty liver disease, or MAFLD—formerly known in the biomedical literature as “non-alcoholic fatty liver disease” (NAFLD). In 2020, an international group of experts from 22 countries reached a consensus to adopt the new terminology—MAFLD—thereby emphasizing dysregulation of metabolism as the leading pathophysiological mechanism of the disease [5,6,7]. This terminology will be used henceforth.

As it progresses, MAFLD encompasses a broad continuum of chronic and heterogenous liver comorbidities. Phenotypically, hepatic steatosis [8]—the abnormal intrahepatic retention of lipids in the cytoplasm of hepatocytes—is observed. Approximately 1 in 5 individuals with hepatic steatosis progress to ectopic lipid deposition with concurrent hepatocyte damage, inflammation, and early-stage fibrosis, which signifies metabolic dysfunction-associated steatohepatitis (MASH) [9]. In turn, 20–25% of people with MASH within ten years develop advanced fibrosis with severely impaired liver function termed cirrhosis, the end-stage liver disease, markedly increasing the probability of hepatocellular carcinoma (HCC) development [5,9]. By 2030, MAFLD-induced HCC will be the leading reason for liver transplantation, exceeding hepatitis C [10,11]. Today, the overall prevalence of MAFLD worldwide is 32.4% (with a 95% confidence interval of [29.9%, 34.9%]) [12]. Around 70–90% of overweight or obese individuals as well as people with type II diabetes also suffer from MAFLD and exhibit dyslipidemia, lipotoxicity, insulin resistance, and hypertension as features of MAFLD [8,13]. Therefore, to tackle such a complex systemic challenge such as MAFLD, there is an urgent need for effective preventative strategies, such as adopting food patterns to improve whole-body health status.

Pulses are dry seeds of grain legumes unique in their content of small molecules, dietary fiber, and protein and their negligible content of lipids [14]. Owing to their profile of nutrients and bioactive compounds, pulses can be termed *superfoods*. However, their regular consumption has practically disappeared from the dietary patterns of developed countries and beyond—a change that has occurred concomitantly with the global increase in chronic disease burden. As discussed in [15], incorporating pulses into the diet can improve the quality of food patterns, and population data have reported reduced occurrences of diseases associated with metabolic dysfunction in high pulse consumers [16,17,18]. These reports are consistent with our findings that pulse consumption has an anti-obesogenic activity in rodent models of polygenic and dietary-induced obesity, including effects on liver lipid metabolism [19,20,21,22,23,24]. However, the minimal pulse dose required to elicit discernible effects on the hepatic phenotype, the impact of biological sex, and underlying molecular mechanisms have not been extensively elucidated. 

Therefore, we focused on the most consumed type of pulse—common bean, *Phaseolus vulgaris* L., to assess its effects on the development of high fat diet induced MAFLD. The objectives of this study were: (1) to quantify hepatic lipid content and determine the liver histopathological response to increasing dose of dietary bean consumption; (2) to characterize the impact of the biological sex on the bean-induced outcomes; and (3) to analyze the liver transcriptomic signature to deduce candidate molecular mechanisms underlying observed bean-induced phenotypes.

## 2. Materials and Methods

### 2.1. Animal Feeding Study

C57BL6/J female and male mice (stock #000664) were obtained from the Jackson Laboratory (Barr Harbor, ME, USA) at twenty days of age. Standard husbandry conditions were applied: polycarbonate rodent cages with a solid bottom, *ad libitum* access to distilled water and food, a 12-h light/dark cycle, 27.5 ± 2 °C room temperature. Adaptation to the housing routine and a purified diet containing 32.5% kcal fat based on the formulation D12266B (Research Diets Inc., New Brunswick, NJ, USA), as described in [21], continued until eight weeks of age, after which 20 animals were assigned by staggered randomization by body weight to each experimental diet group and fed their respective experimental diet formulations for 12–14 weeks (see Section 2.2). Animals were euthanized by cervical dislocation following isoflurane-induced anesthesia. Liver was excised, snap-frozen in liquid nitrogen, and samples stored at −70 °C until evaluated. All the procedures performed on animals complied with the Colorado State University Institutional Animal Care and Use Committee guidelines (protocol KP 1431).

### 2.2. Diet Formulations

Experimental diets were formulated so as to remain equal in total dietary energy content enabling evaluation of the direct effects from the bean. All diets were composed of equal macronutrient proportions weight by weight, i.e., 58.6% total carbohydrate, 15.5% total fat, 20% total protein, and 5.9% micronutrients, according to the AIN-93G recommendations. Mice received 32.5% kcal derived from fat, which is within the range for both total lipid dietary practice in humans [25] and simultaneously for obesogenic studies using the C57BL6/J animal model [26]. Diet containing 11% dietary fat energy was used as a low-fat and bean-free control. All diets were comprised of purified ingredients, with the exception of bean. White kidney beans were cooked as a whole food, processed with leachate, freeze-dried, and then homogenized into a fine powder. Bean doses were calculated as 0% (bean-free control), 17.5%, 35%, and 70% of total dietary protein derived from bean. Total dietary fiber concentration of bean was 23.5 g/100 g bean powder [27]. The formulation of the experimental diets is shown in Supplemental Table S1.

### 2.3. Histopathology

A small portion of frozen liver from each animal (*n* = 2 per group) was embedded in Tissue-Tek OCT compound (Sakura Finetek, Torrance, CA, USA) on a cryostat chuck and quickly frozen in the cryostat (Leica Biosystems, Deer Park, IL, USA) using a heat sink. Frozen sections of liver were cut at 10 µm, mounted on Histobond slides (Statlab Medical Products, McKinney, TX, USA), placed in pre-cooled plastic slide boxes, and stored at −70 °C until ready for staining.

#### 2.3.1. Fixation

Frozen section slides were removed from the −70 °C freezer, one stain set at a time, placed in a vertical slide rack and allowed to thaw at room temperature for 5 min prior to immersion in fixative, 10% neutral buffered formalin for 5 min.

#### 2.3.2. Hematoxylin and Eosin (H&E) Staining

Formalin-fixed slides were rinsed in deionized water, stained with Harris hematoxylin for 2 min, rinsed in deionized water, and counterstained in eosin Y for 1 min. Slides were dehydrated in a series of graded ethanols, starting with two changes of 95% ethanol, two changes of 100% ethanol, and one change of isopropanol, then cleared in four changes of xylene before mounting with MM24 mounting media (Leica Biosystems, Deer Park, IL, USA) and glass coverslips.

#### 2.3.3. Trichrome Staining

Formalin-fixed slides were rinsed in deionized water and stained using the Gomori one step aniline blue trichrome stain kit (Newcomer Supply, Middleton, WI, USA). Briefly, slides were immersed in Bouin’s solution and incubated at 60 °C for 1 h. Slides were allowed to cool to room temperature for 10 min, rinsed well in running tap water, and rinsed in deionized water. Slides were immersed in freshly prepared Weigert’s iron hematoxylin for 10 min, washed in running tap water, and rinsed in deionized water. Slides were immersed in the Gomori one-step aniline blue trichrome solution for 20 min followed by differentiation in 0.5% acetic acid for 2 min and quickly rinsed in deionized water before dehydration, clearing, and mounting, as listed above.

#### 2.3.4. Oil Red O (ORO) Staining

Formalin-fixed slides were rinsed in deionized water. Excess water was blotted from each slide prior to being immersed in 100% propylene glycol on a shaker with gentle, continuous agitation for 5 min. Slides were transferred directly to Oil Red O propylene glycol solution (Newcomer Supply, Middleton, WI, USA) and stained with gentle, continuous agitation for 1 h. Slides were differentiated in 85% propylene glycol with gentle, continuous agitation for 3 min followed by gentle rinsing in two changes of deionized water. Slides were counterstained in hematoxylin for 2 min, gently washed in tap water, blued in Scott’s tap water for 1 min, gently rinsed in two changes of deionized water, and mounted with Gel/Mount aqueous mounting media (Biomeda, San Jose, CA, USA) and a glass coverslip. Edges of the glass coverslip were sealed with clear fingernail polish to prevent evaporation of the aqueous mounting media.

### 2.4. Quantification of Liver Lipid Content

Lipid was isolated from the dried liver samples (*n* = 10 per group) using a methyl tert-butyl ether (MTBE) biphasic extraction method [28]. Weights collected throughout sample processing (fresh tissue, desiccation, extraction, lipid isolation, and dry matter) were used to quantify lipid content expressed as mg of lipid per mg of dry liver weight.

### 2.5. RNA Isolation and RNA-Seq Analysis

Frozen liver samples (*n* = 10 per group) were ground to a fine powder using ceramic pestles in ceramic mortars filled with liquid nitrogen. RNA samples were extracted using the RNeasy mini-kit (QIAGEN, Inc., Germantown, MD, USA) according to the manufacturer protocol. RNA integrity was determined with Experion automated electrophoresis station (Bio-Rad Laboratories, Inc., Hercules, CA, USA). Samples were diluted to a concentration of 4 ng/µL in the 50 µL of RNase-free water and under dry ice shipped to the Genomics and Microarray Core at the University of Colorado Anschutz Medical Center (Aurora, CO, USA) for the cDNA library construction and preparation using Nugen Universal mRNA kit (Tecan Genomics, Inc., Redwood City, CA, USA) and subsequent paired-end (2 × 150 bp) RNA sequencing (RNA-Seq hereafter) using a NovaSEQ 6000 sequencer (Illumina, Inc., San Diego, CA, USA). The sequencing data were further processed using QIAGEN CLC Genomics Workbench, version 21.0.3 (QIAGEN, Redwood City, CA, USA), https://digitalinsights.qiagen.com (accessed on 24 April 2021). Raw reads were trimmed using quality scores (quality limit = 0.05) for removal of ambiguous nucleotides and read-through adapters. The resulting high-quality reads were mapped to *Mus musculus* genome reference, version GRCm38, using gene ontology associations to generate transcript level expression tracks. The transcript expression data containing 66,624 genes were subjected to the differential abundance analysis (see Section 2.6) producing output datasets of pairwise comparison pairs (35% vs. 0%, 70% vs. 0%, and 70% vs. 35% bean diet groups). Differentially expressed genes (DEGs), their *p*-values, *p*-values corrected for multiple comparisons using Bonferroni method and Benjamini–Hochberg procedure controlling the false discovery rate (FDR; *q*-values), expression fold change, expression log_2_ ratios, and the values for the maximum of the two average reads per kilobase million (RPKMs) per diet group in a comparison pair comprised each comparison table. DEGs containing at least 10 RPKMs for each comparison pair were uploaded to QIAGEN Ingenuity Pathway Analysis (IPA) software, v81348237 (QIAGEN, Redwood City, CA, USA), https://digitalinsights.qiagen.com/IPA (accessed on 13 July 2022) [29], for further analysis.

Within IPA, each comparison dataset was subjected to the Core Analysis with Ingenuity Knowledge Base (Genes only) as a reference set and relaxed integral filters for species, tissues, and cell lines. Expression log_2_ ratio was selected as a measurement to calculate directionality in the analysis. To maximize the biological interpretation, the list of DEGs was further quality-filtered by the *p*-value < 0.05 to keep each comparison pair dataset within recommended by IPA limits (Table 1). IPA mapped DEGs to identifiers (IDs); 9 IDs in each group were unmapped and discarded. Identifiers that mapped to the same molecule were resolved to one data measurement by the expression *p*-value.

Canonical Pathways, Upstream Analysis, and Diseases and Functions engines were used to analyze DEGs. Briefly, expression patterns of the DEGs were cross-referenced with the published studies worldwide from the QIAGEN Ingenuity Knowledge Base, and *p*-values of overlap between the observed DEGs patterns and their associations were calculated. Activation *z*-scores measuring the prediction strength of the DEGs effects (activation or inhibition) were calculated based on direction of DEGs expression changes. Mapped functional associates were deemed significant with the |*z*|-score ≥ 2 and the *p*-value < 0.05 of the overlap (B-H *p*-value < 0.1) between our experimentally observed dataset and the QIAGEN Ingenuity Knowledge Base.

### 2.6. Statistical Evaluation

Hepatic lipid quantification data (expressed as milligrams per dry liver tissue weight) were analyzed and visualized in *R* (v4.2.2) using *FSA*, *rstatix*, and *gpubr* packages.

Statistical differential expression analysis of RNA-Seq data in CLC Genomics Workbench was conducted through the Differential Expression for RNA-Seq tool via generalized linear modeling for each gene assuming the negative binomial distribution of read counts and subsequent Wald testing for all group pairs to generate the expression track tables. In IPA, *p*-values of overlap were calculated using a right-tailed Fisher’s exact test and further adjustment for multiple hypothesis testing applying Benjamini–Hochberg correction method (B-H *p*-values). At times, *p*-values were reported in their negative logarithmic format (−log*_p_*_-value_; −log_B-H *p*-value_) as provided by IPA. *z*-scores were calculated using internal IPA algorithms.

Selected DEGs were visualized in *R* in counts per million (CPMs) normalized for the library sizes with the trimmed mean of M values (TMM) method using *ggpubr* package.

## 3. Results

### 3.1. Livers Accumulate Less Lipid upon Increasing Consumption of Bean

MAFLD onset is grossly identified by excessive accumulation of lipid in the liver. Consumption of bean markedly reduced the lipid content per g liver dry weight in both females and males (Figure 1). Regression analysis indicated that the reduction was linear across increasing bean doses in both sexes (regression coefficient, −35.3, *p* < 0.001 and −90.3, *p* < 0.001 in female and male mice, respectively). Pairwise comparisons revealed that females exhibit less hepatic lipid at the 35% dose without any statistical distinction with the higher bean dose, whereas males had a significant effect only in the 70% group which statistically differed from both 0% and 35% bean doses (Figure 1a). The 70% bean dose nullified sex-dependent differences in hepatic lipid levels (Figure 1b).

### 3.2. Dietary Bean Visually Reduces Steatosis Severity in the Liver Tissue

To determine the phenotypic liver response to consumption of increasing doses of bean, frozen sections of liver were stained for histological evaluation. The H&E-stained sections (Figure 2) showed that livers from male and female 0% bean-fed mice displayed the classic features of hepatic steatosis, i.e., extensive accumulation of lipid droplets, heterogenous in size and shape, in the cytoplasm and the consequential ballooning [8]. However, only focal areas of lymphocyte accumulation were detected, and no evidence of fibrosis was observed. These changes were not observed in mice fed the 70% bean diet, and lipid accumulation was similar to that observed in the low-fat-fed group of mice. To confirm these effects, sections were subjected to ORO staining (Figure 3) and to trichome staining. The ORO staining confirms the results of the H&E stain relative to lipid accumulation. The trichrome stain (data not shown) confirmed the lack of collagen accumulation in any of the animals evaluated.

### 3.3. Liver Transcriptomic Signature upon Consumption of Bean Indicates Protection from Hepatotoxicity

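Liver RNA was measured in 60 mice, with 10 separate animals in each of 6 groups: females and males fed an obesogenic diet in which 0%, 35% or 70% of the protein came from cooked common bean. The authors extracted total RNA with a column kit, made libraries with the Nugen Universal mRNA kit and sequenced them as read pairs on an Illumina NovaSeq instrument. They trimmed the reads and assigned them to Ensembl transcripts of the mouse genome build GRCm38 in CLC Genomics Workbench 21.0.3, and the deposited values are raw whole-number counts for 66624 transcripts in each library. Total counts ran from 32579207 to 41913476 (median 34867215) in females at 0% bean, from 30384536 to 38802377 (median 32996673) at 35% and from 30135144 to 39851857 (median 35650210.5) at 70%. In males the totals ran from 24492629 to 37612743 (median 32545555) at 0%, from 27975851 to 40648029 (median 34779903.5) at 35% and from 26240984 to 38610210 (median 34470487.5) at 70%. From these counts, transcripts with enough counts to be tested (26609 in females and 26184 in males) were compared between diets within each sex with the quasi-likelihood test of edgeR after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. A result passes at an adjusted p under 0.05. The paper used an unadjusted p under 0.05, so a gene that does not pass here can still meet the paper's limit. Levels are given as CPM, counts scaled to a common library size, and differences as the log2 fold change (log2FC) with its standard error (SE). Each gene is represented by the transcript listed in Table S4 where there is one, and otherwise by its most abundant transcript. The transcripts that rose or fell most at 70% are an exception, since some of them are other transcripts of their gene. Counting by transcript rather than by gene, the filter on low counts and the choice of test could all change the numbers, and how the authors' counting divided reads between near-identical transcripts is not given in the sources used here.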

To infer the underlying molecular mechanisms that may explain the effects on liver lipid content and histology (Figure 1, Figure 2 and Figure 3), total RNA was isolated from liver samples and subjected to the RNA-Seq. 

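In female livers, 605 transcripts rose and 555 fell at 70% compared to 0% bean, out of 26609 tested with edgeR's quasi-likelihood test at an adjusted p of 0.05. Among transcripts of at least 10 CPM, those that rose most include the transcripts of the transporter *Slco1a1* (log2FC 2.50), the cytochrome *Cyp2c54* (2.22), *Usp2* (1.97), *Tsku* (1.79), *Pcp4l1* (1.74), *Enho* (1.52), the urinary protein *Mup19* (1.49), *Serpinb1a* (1.35) and the sulfotransferase *Sult3a1* (1.34). The 10 that fell most were those of the acute-phase protein *Saa2* (log2FC −3.60), *Chrna4* (−2.58), the lipid droplet protein *Pnpla3* (−2.24), a transcript of the acetyl-CoA carboxylase *Acaca* (−1.96), the fatty acid-binding protein *Fabp5* (−1.94), *Ntrk2* (−1.83), *G6pdx* (−1.82), the first enzyme of the pentose phosphate pathway, the ATP-citrate lyase *Acly* (−1.69), *Mmd2* (−1.66) and *Acpp* (−1.65). Adjusted p-values of the transcripts named here lay between 1.52e-07 for *Pcp4l1* and 0.0371 for *Slco1a1*, each with 10 mice per group. The fall of *Saa2* rests on the control mouse P66, at 2152 CPM against at most 36.1 CPM in the other 9, and without it the log2 ratio of the group means was −0.41. *Saa2*, *Cyp2c54* and *Mup19* have near-identical paralogs, so their counts are uncertain. The values of *Usp2*, *Tsku*, *Sult3a1*, *Saa2* and *Acaca* here are of transcripts other than the one that represents the gene. With counts summed per gene their log2FC was 1.62, 1.38, 1.24, −3.46 and −1.29. At 35% compared to 0% bean, 61 transcripts rose and 49 fell. This number depended on the processing, from 37 with all 60 mice in one model to 860 at the threshold the paper used, and the 70% comparison gave 1817 with counts summed per gene and 1783 with DESeq2.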

Only 0%, 35%, and 70% bean-containing diet groups were selected as the most prominently responsive to dietary beans. 

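In male livers, 827 transcripts rose and 849 fell at 70% compared to 0% bean (26184 tested). The 10 that rose most, all of at least 10 CPM, encode major urinary proteins, the steroid dehydrogenase *Hsd3b5* and the protease inhibitor *Serpina1e*: *Mup1* (log2FC 3.70), *Mup9* (3.61), *Hsd3b5* (3.61), *Mup12* (2.99), *Serpina1e* (2.98), *Mup2* (2.71), *Mup16* (2.65), *Mup15* (2.51), *Mup19* (2.38) and *Mup11* (2.32), with adjusted p-values between 0.00636 (*Mup1*) and 0.0302 (*Mup15*). The urinary protein genes are near-identical and share reads, as do *Serpina1e* and its paralogs, so the rise of a single member is uncertain. The transcripts given for *Mup1* and *Mup16* do not represent their genes and hold 9.59% and 7.99% of the genes' counts. With counts summed per gene the log2FC was 3.065 for *Mup1* and 1.464 for *Mup16*. The 10 that fell most were *Ly6d* (log2FC −2.96), *Cntnap1* (−2.54), *H2-Q1* (−2.25), the lipid droplet protein *Cidea* (−2.23), the apolipoprotein *Apoa4* (−2.14), the collagens *Col1a1* (−2.14) and *Col3a1* (−1.87), *Sulf2* (−1.99), the steroid hydroxylase *Cyp17a1* (−1.91) and the acute-phase protein *Lcn2* (−1.90), with adjusted p-values between 0.000113 and 0.0321. Of 18 stellate cell and fibrosis markers, 0 rose, 14 fell and 4 did not pass (0 rose and 17 fell when adjusted over the list alone), with a camera adjusted p = 1.35e-10 (adjusted p = 0.270 with an estimated correlation). Among 19 Kupffer cell and macrophage markers, 0 rose, 9 fell and 10 did not pass (0 rose and 12 fell when adjusted over the list alone), with a camera adjusted p = 1.13e-07 (adjusted p = 0.358 with an estimated correlation). Cell cycle genes followed with 4 of 16 lower, none higher and 12 not passed (0 rose and 7 fell when adjusted over the list alone), with a camera adjusted p = 2.17e-06 (adjusted p = 0.268 with an estimated correlation); in females none of these 16 passed (camera adjusted p = 0.660). By their scores (mean centred log2 CPM) single male mice stood apart by Dixon's test, P01 at 0% for the cell cycle (2.12, next 1.07) and P04 at 70% for the cell cycle (1.31) and stellate cells (0.72). Counts summed per gene gave 3138 changed genes.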

The Tox Functions engine within the IPA Core Analysis was used to provide an overview of the toxicity endpoints associated with the bean-induced liver within the Hepatotoxicity category as a focus. Accordingly, bean-induced DEGs patterns revealed significant suppression of hepatic steatosis, inflammation, and necrosis, and upregulation of bile acid secretion in both female and male mice (Figure 4a). 

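Among 26 measured genes of the acute phase and inflammation in females at 70% compared to 0% bean, 1 rose, 3 fell and 22 did not pass (1 rose and 4 fell when adjusted over the list alone), with a camera adjusted p = 0.0303 (adjusted p = 0.749 with an estimated correlation). The score of this list (mean centred log2 CPM) was 1.41 in the control mouse P66 and at most 0.115 in the other 9 controls. The chemokine *Cxcl9* (log2FC −0.71, SE 0.117, adjusted p = 0.000204) and the adhesion molecule *Vcam1* (log2FC −0.43, SE 0.106, adjusted p = 0.0120) fell, while *Nfkbia*, an inhibitor of NF-κB, rose (log2FC 0.31, SE 0.0603, adjusted p = 0.00145). Male livers had 27 measured members, of which 1 rose, 6 fell and 20 did not pass (4 rose and 13 fell when adjusted over the list alone), with a camera adjusted p = 0.00249 (adjusted p = 0.515 with an estimated correlation). The chemokines *Cxcl10* (log2FC −1.28, SE 0.268, adjusted p = 0.00330) and *Ccl2* (log2FC −1.97, SE 0.457, adjusted p = 0.00701) and the acute-phase protein *Orm2* (log2FC −1.65, SE 0.396, adjusted p = 0.00907) fell, beside the macrophage complement gene *C1qb* (log2FC −0.65, SE 0.166, adjusted p = 0.0150). For bile acids, the synthesis list had 16 members, of which 7 rose, 1 fell and 8 did not pass (7 rose and 1 fell when adjusted over the list alone) in females (camera adjusted p = 0.00154, adjusted p = 0.159 with an estimated correlation), and 6 rose, 0 fell and 10 did not pass (8 rose and 1 fell when adjusted over the list alone) in males (camera adjusted p = 0.000730, adjusted p = 0.374 with an estimated correlation); 2 of the members are in Table S4, which the study chose on these samples. *Cyp7b1*, of the alternative pathway of bile acid synthesis, lies on chromosome 3 of GRCm38 from 18071950 to 18243338 (transcript ENSMUST00000035625) and rose from 11.0 ± 1.15 to 18.1 ± 2.10 CPM (SD, n = 10 per group) in females (log2FC 0.72, SE 0.0896, adjusted p = 3.57e-06), and it rose in males (log2FC 1.49, SE 0.292, adjusted p = 0.00189). The steroid reductase *Akr1c6* rose in females as well (log2FC 0.44, SE 0.0600, adjusted p = 1.28e-05). Of 14 bile acid transporters, 4 rose, 1 fell and 9 did not pass (5 rose and 1 fell when adjusted over the list alone) in females (camera adjusted p = 0.0286, adjusted p = 0.358 with an estimated correlation) and 1 rose, 0 fell and 13 did not pass (3 rose and 1 fell when adjusted over the list alone) in males (camera adjusted p = 0.914; the median log2FC of −0.04 lay below 0 while the test pointed up). The bile salt export pump *Abcb11* rose in males (log2FC 0.32, SE 0.0976, adjusted p = 0.0412) and had a log2FC of 0.13 (SE 0.0737, adjusted p = 0.547) in females.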

Suppression of hepatic steatosis was significant in the 70% compared to both the 0% (*z*-score = −2.549) and the 35% (*z*-score = −2.195) bean groups in females (Figure 4b). In contrast, the bean-stimulated expression patterns in the male cohort did not reach statistically significant *z*-score values but the trend was similar to the females (Supplementary Table S3).

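Between 70% and 35% bean in females, 15 transcripts rose and 31 fell. Lipogenic genes made up part of the decrease: of 19 genes of de novo lipogenesis, 0 rose, 7 fell and 12 did not pass (0 rose and 15 fell when adjusted over the list alone), with a camera adjusted p = 2.21e-23 (adjusted p = 0.0911 with an estimated correlation). 14 of these genes are in Table S4, which the study chose on these samples, so their direction is not independent evidence. The desaturase *Fads1* (log2FC −0.47, SE 0.0748, adjusted p = 0.00360) and the elongases *Elovl5* (log2FC −0.54, SE 0.0884, adjusted p = 0.00457) and *Elovl2* (log2FC −0.41, SE 0.0748, adjusted p = 0.0121) fell between these doses, as did *Pnpla3* (log2FC −1.51, SE 0.216, adjusted p = 0.00135) and *Acacb*, the carboxylase at the outer mitochondrial membrane (log2FC −0.88, SE 0.162, adjusted p = 0.0152). The count of changed transcripts was 22 without the mouse P96 (a choice made after the data were examined), 30 with only these groups in the model, 92 with a stricter filter on low counts, 113 with counts summed per gene, 262 with DESeq2 and 742 at the paper's threshold.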

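At 35% compared to 0% bean in males, 3 transcripts rose and none fell with edgeR, although 1742 had an unadjusted p under 0.05. They encode the carboxylesterase *Ces2a* (log2FC 0.99, SE 0.149, adjusted p = 0.00309) and the cytochromes *Cyp3a11* (log2FC 0.95, SE 0.141, adjusted p = 0.00309) and *Cyp3a25* (log2FC 0.43, SE 0.0772, adjusted p = 0.0461), which metabolise drugs and steroids; *Cyp3a25* was named after its value was seen. None of 19 lipogenic genes passed (0 when adjusted over the list alone, camera adjusted p = 0.00349, adjusted p = 0.555 with an estimated correlation). Between 70% and 35% bean, 17 transcripts rose and 15 fell in males, among them the lipogenic *Fads2* (log2FC −0.89, SE 0.137, adjusted p = 0.00505), *Scd1* (log2FC −0.83, SE 0.173, adjusted p = 0.0424) and *Fads1* (log2FC −0.56, SE 0.116, adjusted p = 0.0379). Of the lipogenesis list, which holds 14 genes of Table S4, which the study chose on these samples, 0 rose, 3 fell and 16 did not pass (1 rose and 8 fell when adjusted over the list alone) between these doses (camera adjusted p = 1.05e-05, adjusted p = 0.358 with an estimated correlation). For 35% compared to 0% the count was 7 with a stricter filter, 11 with counts summed per gene, 24 with all 60 mice in the model, 113 with DESeq2 and 734 at the paper's threshold. For 70% compared to 35% it was 137 without the mouse P04 (a choice made after the data were examined), and from 1 with only these groups in the model to 1058 at the paper's threshold.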

Collectively, hepatotoxicity analysis of global bean-induced liver transcriptomes indicates that consumption of bean altered expression of hepatic genes predominantly related to the lipid metabolism, and it was more pronounced in female than male mice—an observation consistent with hepatic lipid content in the bean-fed animals (Figure 1) and the histopathologic changes shown in Figure 2 and Figure 3. Therefore, we next focused on the key mechanisms regulating hepatic FA metabolism involving the observed bean-induced DEGs.

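Whether the response to 70% bean differed between the sexes was tested directly in a model of all 60 mice. Out of 30538 transcripts, 38 had a higher log2FC in females than in males and 49 a lower one. Those with the smallest p-values include the phospholipid transporter of bile *Abcb4* (difference 0.53, SE 0.0790, adjusted p = 0.000297), *Atp6v0d2* (2.12), the retinol dehydrogenase *Rdh9* (1.25), *Tmem140* (0.63, adjusted p = 0.00765), *Rtp3* (−0.57), the choline transporter *Slc44a1* (−0.54), the flippase *Atp8b1* (−0.59), *Tmem150a* (−0.51) and *S1pr1* (−0.61), the last 2 with adjusted p-values of 0.00558 and 0.00709. *Abcb4* rose in females (log2FC 0.38, SE 0.0631, adjusted p = 0.000243) and had a log2FC of −0.15 (SE 0.0486, adjusted p = 0.0537) in males. Among lipid lists, the difference passed for *Cpt1a* in mitochondrial β-oxidation and *Ces2a* in TAG degradation. No gene of de novo lipogenesis, TAG synthesis, peroxisomal oxidation, lipid droplets or apolipoproteins passed among all transcripts. Adjusted over the list alone, 6 peroxisomal genes had a higher log2FC in females and 2 a lower one, 1 gene of TAG synthesis a higher and 1 a lower one, and no gene of the other 3 lists passed. Of the 1139 transcripts changed in females and 1658 changed in males among 25189 tested in both sexes, 420 were shared and 416 of them went the same way, where independent lists would share 74.97 and have 37.5 going the same way. Across 13008 genes the log2FC of the sexes correlated with r = 0.386, genes not being independent replicates. At 35% compared to 0%, edgeR found no transcript with a difference between sexes (1126 at an unadjusted p under 0.05, 452 with no filter on low counts, 82 with DESeq2, 2 with limma-voom, 1 each with counts summed per gene, a stricter filter and without the mouse P01). The 70% count was 204 without the mouse P04, and alternatives ranged up to 778 with no filter on low counts. On simulated counts, 25 of 128 calls of the test at 70% were of unchanged transcripts, above the nominal rate. Among transcripts that represent a gene, with a mean of at least 10 CPM, it was 1 of 73. In total 1160 transcripts changed in females and 1676 in males at 70% compared to 0%. The paper also counts more genes in males (1130) than in females (966) for this comparison. Counts over all transcripts do not test how far lipid genes changed in each sex. From its hepatotoxicity analysis of these transcriptomes, the paper proposes that bean altered mainly genes of lipid metabolism and more so in females, and it relates this to the lipid content and histology of the livers.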

### 3.4. Bean Consumption Maps to Hepatic Fatty Acid Metabolic Pathways and Regulators

Hepatic fat is stored as lipid droplets which consist predominantly of triacylglycerols (TAGs) formed by esterification of free fatty acids (FAs) with glycerol [30]. Considering the central role of FAs to MAFLD progression [31,32], we performed IPA Canonical Pathways analysis with a particular focus on metabolic signaling associated with FAs. 

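Of 20 measured genes of TAG degradation, 10 rose, 2 fell and 8 did not pass (14 rose and 2 fell when adjusted over the list alone) in females at 70% compared to 0% bean, with a camera adjusted p = 1.00e-08 (adjusted p = 0.0911 with an estimated correlation). In males 11 rose, 1 fell and 8 did not pass (13 rose and 3 fell when adjusted over the list alone), with a camera adjusted p = 6.52e-07 (adjusted p = 0.243 with an estimated correlation). The list holds 13 genes of Table S4, which the study chose on these samples, so these counts are not independent evidence of direction. The carboxylesterase *Ces1g* rose in females (log2FC 0.53, SE 0.0690, adjusted p = 8.30e-06) and had a log2FC of 0.33 (SE 0.113, adjusted p = 0.0857) in males, and *Ces1b* rose in both (log2FC 0.56, adjusted p = 0.000852 in females; log2FC 0.84, adjusted p = 0.000212 in males). Of 20 genes of TAG synthesis, 7 of which are in Table S4, 1 rose, 3 fell and 16 did not pass (2 rose and 6 fell when adjusted over the list alone) in females, and of 19 measured in males 0 rose, 5 fell and 14 did not pass (2 rose and 7 fell when adjusted over the list alone). This list did not pass as a whole (camera adjusted p = 0.0807 in females and 0.153 in males), although it passed in females with DESeq2 (adjusted p = 0.0343) and in males with counts summed per gene (adjusted p = 0.0452). *Gpd1*, which makes glycerol-3-phosphate, rose in females (log2FC 0.37, SE 0.0787, adjusted p = 0.00378), and the monoacylglycerol acyltransferase *Mogat1* fell in males (log2FC −1.42, SE 0.374, adjusted p = 0.0182), beside the collagen *Col1a2* of stellate cells (log2FC −1.81, SE 0.314, adjusted p = 0.000617).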

Consumption of beans significantly upregulated TAG degradation and downregulated TAG biosynthesis (Figure 5a). 

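Of 26 mitochondrial β-oxidation genes measured in females at 70% compared to 0% bean, 10 rose, 0 fell and 16 did not pass (15 rose and 0 fell when adjusted over the list alone), with a median log2FC of 0.17 and a camera adjusted p = 3.57e-09 (adjusted p = 0.254 with an estimated correlation). Compared to 35% bean, 2 rose, 0 fell and 24 did not pass (15 rose and 0 fell when adjusted over the list alone), with a camera adjusted p = 6.21e-13 (adjusted p = 0.159 with an estimated correlation). Table S4, which the study chose on these samples, holds 15 of the genes, so the direction is not independent evidence. Between 70% and 35% bean the medium-chain dehydrogenase *Acadm* (log2FC 0.35, SE 0.0759, adjusted p = 0.0470) and the thiolase *Acaa2* (log2FC 0.19, SE 0.0390, adjusted p = 0.0342) rose. The electron carrier subunit *Etfb*, which takes up electrons from these dehydrogenases, rose at 70% compared to 0% (log2FC 0.27, SE 0.0502, adjusted p = 0.000976).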

The FA β-oxidation was upregulated in the 70% dose compared to the 0% and 35% bean groups in females, albeit the FA activation and the mitochondrial L-carnitine shuttle pathway had significant overlaps with the observed DEGs in both cohorts but insufficient *z*-scores to infer their activation (Figure 5a; Supplementary Table S3). Similarly, β-oxidation of unsaturated/odd-number FAs and the FA α-oxidation also displayed only significant overlap with bean-induced DEGs (Figure 5a; Supplementary Table S3). 

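*Phyh*, which starts the α-oxidation of branched-chain FAs in peroxisomes and lies on chromosome 2 of GRCm38 from 4919019 to 4938730 (transcript ENSMUST00000027975), rose at 70% compared to 0% bean in females (log2FC 0.25, SE 0.0438, adjusted p = 0.000387) and in males (log2FC 0.30, SE 0.0707, adjusted p = 0.00868). *Amacr*, the racemase that prepares branched-chain acyl-CoAs for β-oxidation, rose likewise (log2FC 0.37, adjusted p = 0.000130 in females and log2FC 0.27, adjusted p = 0.0106 in males). The lyase *Hacl1* rose in males (log2FC 0.63, SE 0.132, adjusted p = 0.00338) and had a log2FC of 0.09 (SE 0.0739, adjusted p = 0.763) in females. Its difference between the sexes did not pass over all transcripts (difference −0.54, adjusted p = 0.121) and passed when adjusted over the peroxisomal list alone.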

Finally, biosynthetic pathways of long-chain FAs conjugates oleate, stearate, and γ-linoleate indicated a pattern of inhibition, which corresponds to suppression of lipogenesis upon consumption of beans for both sex cohorts (Figure 5a).

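At 35% compared to 0% bean in females, 2 of the lipogenic genes fell, the desaturase *Fads2* (log2FC −0.44, SE 0.0941, adjusted p = 0.0248) and the elongase *Elovl2* (log2FC −0.34, SE 0.0748, adjusted p = 0.0301), none rose and 17 did not pass (0 rose and 9 fell when adjusted over the list alone), with a camera adjusted p = 1.63e-06 (adjusted p = 0.361 with an estimated correlation). Table S4, which the study chose on these samples, holds 14 of the 19. *Scd1*, which makes oleate from stearate, had a log2FC of −0.39 (SE 0.194, adjusted p = 0.755) at this dose in females and of −0.45 (SE 0.172, adjusted p = 0.547) in males. *Elovl6*, which elongates palmitate to stearate, stood at −0.53 (adjusted p = 0.746) in females and −0.56 (adjusted p = 0.501) in males.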

To identify the most significant potential regulators of bean effects in the context of lipid metabolism, we subjected the observed DEGs to the Upstream Analysis in IPA. The sterol regulatory element-binding transcription factor 1 (SREBF1; also known as sterol regulatory element-binding protein 1c, SREBP1c) and MLX-interacting protein-like (MLXIPL; also known as the carbohydrate regulatory element-binding protein, ChREBP) are the key transcriptional regulators of *de novo* lipogenesis in liver. SREBP1 was predicted to be inhibited in all but the lowest bean dose groups. 

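The transcript of *Srebf1* itself fell in females at 70% compared to 0% bean (log2FC −0.46, SE 0.131, adjusted p = 0.0411) and had a log2FC of −0.12 (SE 0.160, adjusted p = 0.859) in males. The difference between the sexes did not pass (difference −0.34, adjusted p = 0.812). Of 20 genes of cholesterol synthesis, which SREBF2 mainly controls, 1 rose, 5 fell and 14 did not pass (1 rose and 8 fell when adjusted over the list alone) in females (camera adjusted p = 0.0352, adjusted p = 0.816 with an estimated correlation), and 2 rose, 1 fell and 17 did not pass (2 rose and 1 fell when adjusted over the list alone) in males (camera adjusted p = 0.247), where the median of −0.01 and the direction of the test, up, differed in sign. The farnesyl diphosphate synthase *Fdps* (log2FC −0.67, SE 0.131, adjusted p = 0.00151) and *Acat2* (log2FC −0.62, SE 0.147, adjusted p = 0.00908) fell in females, while *Msmo1* rose (log2FC 0.54, SE 0.138, adjusted p = 0.0182). In males *Idi1* rose (log2FC 0.44, SE 0.133, adjusted p = 0.0415).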

MLXIPL showed a trend of inhibition in the female cohort; however, in males, was upregulated in the 70% versus 0% and 35% bean diets (Figure 5b). 

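*Mlxipl* transcripts did not pass in either sex at 70% compared to 0% bean (log2FC 0.01, SE 0.104, adjusted p = 0.995 in females; log2FC 0.23, SE 0.0936, adjusted p = 0.176 in males). Of 16 genes listed as MLXIPL targets, 2 rose, 3 fell and 11 did not pass (2 rose and 5 fell when adjusted over the list alone) in females (camera adjusted p = 0.0826) and 1 rose, 4 fell and 11 did not pass (3 rose and 4 fell when adjusted over the list alone) in males (camera adjusted p = 0.430), and 3 of them are in Table S4, which the study chose on these samples. Against 35% bean none passed in females (0 rose and 4 fell when adjusted over the list alone, camera adjusted p = 0.00195, adjusted p = 0.405 with an estimated correlation). The cell cycle gene *Mcm6* fell in males as well (log2FC −0.86, SE 0.174, adjusted p = 0.00253).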

While SREBF1 is stimulated by insulin (even under conditions of insulin resistance) via mammalian target of rapamycin (mTOR) and by liver X receptor α (LXRα, encoded by *Nr1h3*), MLXIPL signaling is induced by dietary glucose (even more potently by dietary fructose) independently of insulin or dietary fat [33,34,35]. Accordingly, we observed inhibition of insulin and its receptor INSR and insulin receptor substrate 1 (IRS-1) based on bean-induced downstream DEGs indicative of improved insulin sensitivity. 

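Neither *Insr* (log2FC 0.06, adjusted p = 0.695 in females; log2FC 0.07, adjusted p = 0.775 in males) nor *Irs1* (log2FC 0.07, adjusted p = 0.934 and log2FC 0.08, adjusted p = 0.908) passed at 70% compared to 0% bean. Of 20 genes of glycolysis and gluconeogenesis, 1 rose, 6 fell and 13 did not pass (1 rose and 8 fell when adjusted over the list alone) in females (camera adjusted p = 0.0104, adjusted p = 0.405 with an estimated correlation), and 0 rose, 4 fell and 16 did not pass (2 rose and 5 fell when adjusted over the list alone) in males (camera adjusted p = 0.269), beside the macrophage marker *Adgre1* (log2FC −1.05, SE 0.234, adjusted p = 0.00529). Those that fell in females include *Pfkfb1* (log2FC −0.52, SE 0.0986, adjusted p = 0.00100), *Tpi1* (log2FC −0.72, SE 0.158, adjusted p = 0.00497) and the glycogen-targeting subunit *Ppp1r3b* (log2FC −0.76, SE 0.198, adjusted p = 0.0193), whose difference between the sexes passed (difference −1.39, adjusted p = 0.0297).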

To support the trend, mTOR complex 2 partner and regulator RICTOR (rapamycin-insensitive companion of mTOR) displayed inhibition, whereas negative regulators of mTOR complex 1, tuberous sclerosis proteins TSC1/2, were upregulated (Supplementary Table S4). 

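At the transcript level *Rictor* had a log2FC of −0.09 (adjusted p = 0.779) in females and 0.02 (adjusted p = 0.988) in males at 70% compared to 0% bean. For *Tsc1* the values were −0.16 (adjusted p = 0.978) and −0.15 (adjusted p = 0.955), and for *Tsc2* −0.30 (adjusted p = 0.388) and −0.15 (adjusted p = 0.846). *Mtor*, the kinase shared by both complexes, fell in males (log2FC −0.37, SE 0.0799, adjusted p = 0.00452) and had a log2FC of 0.05 (SE 0.0738, adjusted p = 0.938) in females. Its difference between the sexes did not pass over all transcripts (difference 0.41, adjusted p = 0.0858) and passed when adjusted over the regulators alone.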

SREBF cleavage-activating protein (SCAP) promoting SREBF1 activity is counteracted by insulin-induced genes INSIG-1/2—also in accordance with our data (Figure 5b). 

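*Scap* fell in females at 70% compared to 0% bean (log2FC −0.24, SE 0.0636, adjusted p = 0.0215) and had a log2FC of 0.12 (SE 0.0694, adjusted p = 0.418) in males. *Insig2*, which retains the SCAP-SREBF complex in the ER, fell in females (log2FC −0.58, SE 0.111, adjusted p = 0.00120) and in males (log2FC −0.54, SE 0.114, adjusted p = 0.00374). *Insig1* did not pass (log2FC −0.31, adjusted p = 0.219 in females; log2FC −0.05, adjusted p = 0.943 in males). Of 11 genes of sterol uptake and sensing, 0 rose, 3 fell and 8 did not pass (1 rose and 4 fell when adjusted over the list alone) in females (camera adjusted p = 0.244, with a median of 0.01 against a test direction of down) and 0 rose, 1 fell and 10 did not pass (0 rose and 1 fell when adjusted over the list alone) in males (camera adjusted p = 0.974). 3 members are in Table S4, chosen by the study on these samples.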

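Transcripts of *Nr1h3*, which encodes LXRα, were little different at 70% compared to 0% bean (log2FC 0.01, SE 0.0834, adjusted p = 0.994 in females; log2FC 0.16, SE 0.0894, adjusted p = 0.419 in males), and the same held for the co-repressor *Ncor1* (log2FC 0.01, SE 0.135, adjusted p = 0.997; log2FC −0.01, SE 0.102, adjusted p = 0.987); none of these passed. The sterol exporter *Abca1*, a target of LXRα, fell in females (log2FC −0.21, SE 0.0414, adjusted p = 0.00142), and *Abcg5* had a log2FC of −0.15 (SE 0.0823, adjusted p = 0.396) in males.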

LXRα belongs to the nuclear receptors [36], and bean-induced DEGs predict its inhibition, consistent with upregulation of nuclear receptor co-repressor N-Cor (Figure 5b) which also suppresses their target genes [37]. Another nuclear receptor group, peroxisome proliferator activated receptors (PPARs) are involved in regulation of majority of genes involved in lipid metabolism as nutrient sensors activated by FA derivatives [34,36]. Hepatic PPARα (*Ppara*) stimulates expression of genes associated with mitochondrial and peroxisomal FA β-oxidation, whereas PPARγ (*Pparg*) is associated adipose tissue and lipid droplet regulation but shows strong responsiveness to MAFLD in liver. 

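Neither *Pparg* (log2FC 0.21, adjusted p = 0.626 in females; log2FC 0.21, adjusted p = 0.578 in males) nor *Ppara* (log2FC 0.13, adjusted p = 0.834; log2FC −0.32, adjusted p = 0.0889) passed as a transcript at 70% compared to 0% bean. Of 17 listed PPARα targets measured in females, 6 rose, 0 fell and 11 did not pass (10 rose and 0 fell when adjusted over the list alone), with a camera adjusted p = 0.000721 (adjusted p = 0.570 with an estimated correlation). In males 18 were measured and 1 rose, 2 fell and 15 did not pass (2 rose and 4 fell when adjusted over the list alone), with a camera adjusted p = 0.424. 10 of the targets are in Table S4, which the study chose on these samples. The ω-hydroxylase *Cyp4a14* (log2FC 0.70, SE 0.189, adjusted p = 0.0254) and the transcription factor *Creb3l3* (log2FC 0.26, SE 0.0690, adjusted p = 0.0256) rose in females. The difference between the sexes passed for 1 of these targets, *Cpt1a*, with a median over the list of 0.33 (females minus males). Adjusted over the list alone, 7 had a higher log2FC in females and none a lower one.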

Bean suppressed PPARγ, but PPARα was predicted to be upregulated in females yet downregulated in males based on their downstream DEGs. Progression of MAFLD to MASH involved regulatory network of upregulated SREBF1, PPARγ, and disrupted activity of hepatocyte nuclear factors HFN1A, HFN4A, and ONECUT1 [38,39] which were predicted to be upregulated upon bean consumption (Figure 5b, Supplementary Table S4). 

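The transcripts of 2 hepatocyte factors did not pass at 70% compared to 0% bean: *Hnf4a* (log2FC 0.18, adjusted p = 0.572 in females; log2FC 0.13, adjusted p = 0.775 in males) and *Onecut1* (log2FC −0.25, adjusted p = 0.826; log2FC 0.17, adjusted p = 0.945). Over the 27 regulators the paper names, 3 rose, 3 fell and 21 did not pass (3 rose and 3 fell when adjusted over the list alone) in females (camera adjusted p = 0.685) and 0 rose, 2 fell and 25 did not pass (1 rose and 2 fell when adjusted over the list alone) in males (camera adjusted p = 0.280). 9 of them are in Table S4, which the study chose on these samples. Members that rose in females include *Nr1i3*, which encodes the xenobiotic receptor CAR (log2FC 0.98, SE 0.181, adjusted p = 0.000823), and *Por*, the electron donor of cytochromes P450 (log2FC 0.84, SE 0.116, adjusted p = 1.61e-05). *Foxa1* stood at 0.07 (adjusted p = 0.935) and 0.06 (adjusted p = 0.923). The predictions in the paper rest on downstream genes, not on the levels of these transcripts.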

Finally, sirtuin 3 (SIRT3) improves metabolic disfunction, and its activation has been associated with beneficial caloric restriction and exercise [33]; however, here, isocaloric diet containing even 35% protein deriving from bean was sufficient to arrange DEGs patterns predicting activation of SIRT3 in females (Figure 5b).

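*Sirt3*, a mitochondrial deacetylase encoded on chromosome 7 of GRCm38 from 140863670 to 140881869 (transcript ENSMUST00000106048), had a log2FC of 0.21 (SE 0.0689, adjusted p = 0.280) in females at 35% compared to 0% bean and rose at 70% (log2FC 0.42, SE 0.0689, adjusted p = 0.000168). In males at 70% its log2FC was 0.20 (SE 0.0904, adjusted p = 0.225). The difference between the sexes did not pass (difference 0.22, adjusted p = 0.681).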

Taken together, dietary bean dose-dependently affects key regulatory nodes of TAG metabolism associated with MAFLD, and such effects differ between females and males.

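A linear trend over 0%, 35% and 70% bean passed for 600 rising and 543 falling transcripts in females, and for 833 rising and 856 falling transcripts in males. Falling trends included *Pnpla3* (log2FC per 70 percentage points −2.23, adjusted p = 3.80e-07) and *Scd1* (log2FC per 70 percentage points −1.41, adjusted p = 4.72e-05) in females, and *Apoa4* (log2FC per 70 percentage points −2.14, adjusted p = 0.000132) and *Fads2* (log2FC per 70 percentage points −1.16, adjusted p = 0.000114) in males. Rising trends included the carboxylesterase *Notum* (log2FC per 70 percentage points 0.69, adjusted p = 4.19e-07) in females and *Ces2a* (log2FC per 70 percentage points 1.66, adjusted p = 1.66e-07) in males. A trend weighs the ends of the dose range most and does not require the 35% group to lie between the others. With counts summed per gene 1808 genes followed a trend in females and 3164 in males, DESeq2 gave 1774 in females, and without the filter on low counts the numbers were 3634 and 4264.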

### 3.5. Consumption of Beans Reduces Uptake and De Novo Lipogenesis of Free Fatty Acids and Differentially Affects Transport, Oxidation, and Incorporation into Lipid Droplets

TAGs serve as both the source and preferred anabolic end-point of intracellular FAs [30,34]. 

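*Lipc*, the hepatic lipase, rose at 70% compared to 0% bean in females (log2FC 0.48, SE 0.0641, adjusted p = 1.12e-05) and in males (log2FC 0.35, SE 0.0969, adjusted p = 0.0263), and rose at 35% in females (log2FC 0.31, SE 0.0640, adjusted p = 0.0183). *Ces2a*, a carboxylesterase with TAG hydrolase activity on chromosome 8 of GRCm38 from 104734003 to 104741630 (transcript ENSMUST00000034346), rose in females (log2FC 0.88, SE 0.111, adjusted p = 4.82e-06) and in males, from 81.5 ± 18.4 to 257 ± 47.5 CPM (SD, n = 10 per group; log2FC 1.66, SE 0.151, adjusted p = 1.68e-07). 10 of 10 males at 70% exceeded the control median, and the rise was smaller in females than in males (difference −0.78, SE 0.188, adjusted p = 0.0452). *Ces1d* (log2FC 0.52, adjusted p = 4.44e-05 in females; log2FC 0.73, adjusted p = 0.000597 in males), *Ces3a* (log2FC 0.74, adjusted p = 1.60e-05; log2FC 0.66, adjusted p = 0.000727) and *Notum* (log2FC 0.69, adjusted p = 2.88e-07; log2FC 0.71, adjusted p = 0.000249) rose in both sexes. *Ces2e* did not pass (log2FC 0.03, SE 0.0669, adjusted p = 0.973 in females; log2FC 0.25, SE 0.103, adjusted p = 0.182 in males). Carboxylesterase genes lie in clusters of close paralogs, so reads may be shared among them. Beside these genes in males, the basement membrane collagen *Col4a1* of stellate cells fell (log2FC −1.05, SE 0.191, adjusted p = 0.000972).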

Corresponding to Canonical Pathways analysis results in Figure 5a, dietary bean increased expression of TAG hydrolases, such as hepatic lipase C (*Lipc*) and several carboxylesterases *Ces1d*, *Ces2a*, *Ces2e*, *Ces3a*, *Notum*, etc., which signify greater capacity for lipolysis in the liver in female and male livers. Upstream analysis indicated that males’ DEGs predicted activation of hormone-sensitive lipase (*Lipe*) and monoacylglycerol lipase (*Mgll*), despite observed reduced expression of *Mgll* and *Pnpla2*—lipolysis-initiating lipase which was slightly expressed more in females fed beans, instead (Figure 5b; Supplementary Figure S1). 

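No transcript of these lipases passed the adjusted threshold at 70% compared to 0% bean. By the unadjusted p under 0.05 that the paper used, *Mgll* fell in males (quasi-likelihood p = 0.00414) and *Pnpla2* rose in females (p = 0.0176). *Pnpla2* in males did not reach it (p = 0.0939). The paper's activation of *Lipe* and *Mgll* in males is a prediction from downstream genes, not from the levels of these transcripts. *Lipe* had a log2FC of 0.10 (SE 0.145, adjusted p = 0.940) in females and −0.07 (SE 0.205, adjusted p = 0.960) in males. *Mgll* stood at 0.25 (SE 0.102, adjusted p = 0.226) and −0.31 (SE 0.0997, adjusted p = 0.0592), and *Pnpla2* at 0.20 (adjusted p = 0.207) and −0.15 (adjusted p = 0.431). Tested as a difference between the sexes, *Mgll* gave 0.56 (adjusted p = 0.0787) and *Pnpla2* 0.34 (adjusted p = 0.224), and both passed when adjusted over the TAG degradation list alone.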

TAGs can also undergo lipophagy via formation of autolysosomes [34,40]. 

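*Lipa*, the lysosomal acid lipase on chromosome 19 of GRCm38 from 34492318 to 34527474 (transcript ENSMUST00000049572), fell at 70% compared to 0% bean in females (log2FC −0.26, SE 0.0447, adjusted p = 0.000335) and in males (log2FC −0.32, SE 0.0549, adjusted p = 0.000476). The autophagosome protein *Map1lc3a* rose in females (log2FC 0.17, SE 0.0484, adjusted p = 0.0315) and in males (log2FC 0.36, SE 0.0618, adjusted p = 0.000507). Of 16 genes of lipophagy and the lysosome, 1 rose, 4 fell and 11 did not pass (1 rose and 8 fell when adjusted over the list alone) in females (camera adjusted p = 0.00205, adjusted p = 0.159 with an estimated correlation), and 1 rose, 4 fell and 11 did not pass (1 rose and 6 fell when adjusted over the list alone) in males (camera adjusted p = 0.371, the median of 0.00 lying above 0 against a test direction of down). 2 members are in Table S4, which the study chose on these samples. The lysosomal proteases *Ctsl* (log2FC −0.61, adjusted p = 1.80e-06 in females; log2FC −0.39, adjusted p = 0.000741 in males) and *Ctsd* (log2FC −0.36, adjusted p = 6.54e-06; log2FC −0.33, adjusted p = 0.000889) fell. *Ctss*, a protease of macrophages, fell in males (log2FC −0.86, SE 0.186, adjusted p = 0.00429). *Tfeb* transcripts did not pass (log2FC 0.14, adjusted p = 0.736; log2FC 0.14, adjusted p = 0.397).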

While both cohorts had reduced expression of lysosomal acid lipase A (*Lipa*), females also increased expression of microtubule-associated protein 1 light chain 3 (LC3; encoded by *Map1lc3a;* Supplementary Figure S1), one of the markers of lipophagy (autophagic degradation of lipid droplets) in liver [40,41,42,43]. Nevertheless, bean-induced DEGs showed inhibition of upstream transcription factor EB (TFEB; Figure 5b), which regulates lipophagy and drives expression of LIPA, serving as another piece of evidence that lipophagy is hardly mediating dietary bean effects [42,44]. Finally, bean-fed females increased expression of LDLR-related protein 1 (*Lrp1*) and apolipoprotein E (ApoE), which are involved in uptake of dietary TAG-rich chylomicron remnants and improved MAFLD (Figure 6; Supplementary Figure S1 and Table S4) [45].

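In females at 70% compared to 0% bean, *Lrp1* had a log2FC of 0.20 (SE 0.0738, adjusted p = 0.147) and *Apoe* of 0.24 (SE 0.0917, adjusted p = 0.168), and neither passed. In males *Apoe*, which lies on chromosome 7 of GRCm38 from 19696272 to 19698407 (transcript ENSMUST00000173739), rose (log2FC 0.46, SE 0.132, adjusted p = 0.0320) as this transcript but not with counts summed per gene, while *Lrp1* stood at 0.08 (SE 0.0874, adjusted p = 0.814). The difference of *Apoe* between the sexes did not pass (difference −0.22, adjusted p = 0.904).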

Lipolysis leads to intracellular FA flux, which in MAFLD patients is predominantly driven by uptake of free non-esterified FAs [46]. 

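*Fabp2*, a fatty acid-binding protein, fell at 70% compared to 0% bean in females (log2FC −0.44, SE 0.113, adjusted p = 0.0196) and in males (log2FC −0.57, SE 0.149, adjusted p = 0.0173). Its difference between the sexes was 0.13 (SE 0.190, adjusted p = 1.00). The FA translocase *Cd36*, on chromosome 5 of GRCm38 from 17782367 to 17888747 (transcript ENSMUST00000169095), fell in males from 109 ± 23.3 to 59.9 ± 17.8 CPM (SD, n = 10 per group; log2FC −0.86, SE 0.174, adjusted p = 0.00238), with 0 of 10 mice at 70% above the control median. In females the log2FC was −0.38 (SE 0.145, adjusted p = 0.183). The sex difference of *Cd36* did not pass (difference 0.49, SE 0.230, adjusted p = 0.556). *Cd36* is also expressed by macrophages and endothelial cells, and the macrophage marker *Cd68* fell in males (log2FC −0.86, SE 0.230, adjusted p = 0.0206). Over the dose range, trends passed for *Cd36* in males (log2FC per 70 percentage points −0.86, adjusted p = 0.00216) and for *Fabp2* in females (log2FC per 70 percentage points −0.44, adjusted p = 0.0182) and males (log2FC per 70 percentage points −0.57, adjusted p = 0.0255).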

Consuming increasing doses of beans reduced expression of the plasma membrane FA-binding protein (FABPpm, encoded by *Fabp2*) and FA translocase/cluster of differentiation 36 (CD36)—higher levels of which are a biomarker of high-fat diet-induced hepatic steatosis [34] and whose reduction had a larger magnitude in males than in females (Figure 6). Expression of *Cd36* is regulated by PPARγ, aryl hydrocarbon receptor (AHR), LXRα, mTOR [34,47], and even SREBF1 and MLXIPL [34,48], all of which were affected by dietary bean based on their downstream DEGs (Figure 5b; Supplementary Table S6). 

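*Slc27a2*, an acyl-CoA synthetase that also takes up very long-chain FAs, rose in females at 70% compared to 0% bean (log2FC 0.35, SE 0.0749, adjusted p = 0.00390) and had a log2FC of 0.05 (SE 0.0680, adjusted p = 0.849) in males, with a difference between the sexes of 0.29 (adjusted p = 0.249). *Slc27a5*, on chromosome 7 of GRCm38 from 12988346 to 12998150, rose in females as well (log2FC 0.23, SE 0.0517, adjusted p = 0.00543).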

Females also slightly increased expression of the very long-chain FA transport proteins 2 and 5 (FATP2/5, also known as very long-chain acyl-CoA synthetases and solute carrier family 27A members 2/5, encoded by *Slc27a2/5*), despite significant downregulation of SLC27A2 in upstream analysis (Figure 5b and Figure 6). However, *Slc27a5*, which was the only upregulated FATP in males, has been reported to be rather associated with conjugation of bile acids than FAs uptake (Supplementary Figure S2 and Table S4) [49].

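In males *Slc27a5* had a log2FC of 0.21 at 70% compared to 0% bean (SE 0.0896, adjusted p = 0.185) and did not pass. *Baat*, which conjugates bile acids with taurine and glycine after SLC27A5 has activated them, rose in females (log2FC 0.36, SE 0.0522, adjusted p = 3.17e-05) and in males (log2FC 0.38, SE 0.0799, adjusted p = 0.00325). It also rose in females at 35% (log2FC 0.26, SE 0.0522, adjusted p = 0.0178).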

Once inside the cells, FAs are transported by cytosolic FA-binding proteins (FABPs), acyl-CoA-binding domain containing proteins (ACBDs), and others [34]. Males exhibited reduced expression of *Fabp4/5* and *Acbd4*, whereas females decreased expression of *Fabp5* and *Acbd5* with a slight increase in *Fabp1* levels (Supplementary Figure S2 and Table S4). 

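*Fabp5*, on chromosome 3 of GRCm38 from 10012548 to 10016607 (transcript ENSMUST00000029046), fell at 70% compared to 0% bean in males (log2FC −1.41, SE 0.259, adjusted p = 0.00107) and in females, where it also fell between 35% and 70% (log2FC −1.35, SE 0.236, adjusted p = 0.00991). *Fabp4* fell in males (log2FC −0.88, SE 0.190, adjusted p = 0.00428) and had a log2FC of −0.44 (SE 0.141, adjusted p = 0.0743) in females. Both are abundant in adipocytes and macrophages as well. *Fabp1*, the main FA-binding protein of hepatocytes, did not pass (log2FC 0.21, adjusted p = 0.314 in females; log2FC −0.05, adjusted p = 0.950 in males). *Acbd4* stood at 0.35 (SE 0.118, adjusted p = 0.0771) in males and *Acbd5* at 0.40 (SE 0.137, adjusted p = 0.107) in females. Of 16 genes of FA uptake and transport, 10 of them in Table S4, which the study chose on these samples, 2 rose, 2 fell and 12 did not pass (4 rose and 6 fell when adjusted over the list alone) in females (camera adjusted p = 0.731) and 0 rose, 4 fell and 12 did not pass (1 rose and 5 fell when adjusted over the list alone) in males (camera adjusted p = 0.280).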

While all these FABPs correlate with the hepatic fat content [35], FABP1 was also associated with protective role by redirecting intracellular FAs towards oxidation, energy utilization, and disposal [33,50,51].

FAs enter metabolic pathways following activation by acyl-CoA synthetases (ACSs) as respective acyl-CoA molecules [52]. Consumption of beans suppressed short-chain ACS *Acss2* and long-chain ACS *Acsl5* in both sex cohorts (females also reduced levels of ER-based *Acsl3*). In contrast, bean increased propionyl-CoA ACS *Acsf*, medium-chain ACSs *Acsm1/5* (however, *Acsm3* was reduced in females), and expression of long-chain *Acsl1*. 

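*Acsl5*, on chromosome 19 of GRCm38 from 55251938 to 55278102 (transcript ENSMUST00000225551), fell at 70% compared to 0% bean in females (log2FC −0.79, SE 0.121, adjusted p = 7.05e-05) and in males (log2FC −0.39, SE 0.0983, adjusted p = 0.0141). *Acss2*, which makes cytosolic acetyl-CoA from acetate, fell in females (log2FC −1.11, SE 0.199, adjusted p = 0.000576) and had a log2FC of −0.48 (SE 0.184, adjusted p = 0.135) in males. *Acsl3* fell in females (log2FC −0.67, SE 0.175, adjusted p = 0.0201), with −0.27 (SE 0.180, adjusted p = 0.546) in males. Differences between the sexes did not pass for *Acss2* (adjusted p = 0.461), *Acsl3* (0.812) or *Acsl5* (0.343).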

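The mitochondrial synthetase *Acsf2* rose at 70% compared to 0% bean in females (log2FC 0.51, SE 0.0574, adjusted p = 9.68e-07) and in males (log2FC 0.24, SE 0.0570, adjusted p = 0.00744), as did the medium-chain synthetases *Acsm1* (log2FC 0.42, adjusted p = 5.49e-06 in females; log2FC 0.49, adjusted p = 0.000185 in males) and *Acsm5* (log2FC 0.47, adjusted p = 0.00637; log2FC 0.32, adjusted p = 0.0155). *Acsl1* rose in males (log2FC 0.45, SE 0.113, adjusted p = 0.0126) and had a log2FC of 0.26 (SE 0.0865, adjusted p = 0.0893) in females. *Acsm3* stood at −0.48 (SE 0.164, adjusted p = 0.100) in females. In all, of 12 acyl-CoA synthetases measured, 8 of which the study placed in Table S4 on these samples, 3 rose, 4 fell and 5 did not pass (4 rose and 5 fell when adjusted over the list alone) in females (camera adjusted p = 0.660) and 4 rose, 1 fell and 7 did not pass (4 rose and 2 fell when adjusted over the list alone) in males (camera adjusted p = 0.521, with a median of −0.17 against a test direction of up).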

While *Acsl1* is associated with oxidation of long-chain FAs, *Acsl3/5* are mainly connected to thioesterification of *de novo* synthesized FAs for lipogenic pathways (Supplementary Figure S3 and Table S4) [34,51].

Oxidation is the main mechanism of FAs utilization which occurs predominantly in mitochondria (β-oxidation), but also can take place in peroxisomes (α-oxidation of branched-chain FAs and β-oxidation of very long-chain FAs) and in the endoplasmic reticulum (ER; ω-oxidation of FAs via cytochrome P450 enzymes, CYPs) [52]. The 70% of bean sample compared to the bean-free control and lower bean dose in males significantly reduced expression of carnitine palmitoyltransferase CPT1 (*Cpt1a*)—the rate-limiting step of mitochondrial β-oxidation—regulating long-chain FAs transfer across mitochondrial outer membrane. In contrast, females elevated carnitine-acylcarnitine translocase (CACT, *Slc25a20*) and CPT2 levels mediating transport of CPT1-derived acyl-carnitines across inner mitochondrial membrane and conversion thereof back to acyl-CoAs, respectively [48,52]. 

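*Cpt1a*, on chromosome 19 of GRCm38 from 3323285 to 3385733 (transcript ENSMUST00000025835), fell in males from 498 ± 41.6 CPM at 0% to 338 ± 29.9 CPM at 70% bean (SD, n = 10 per group; log2FC −0.56, SE 0.0778, adjusted p = 0.000113), and 0 of the 10 males at 70% exceeded the control median. It also fell between 35% and 70% (log2FC −0.56, SE 0.0778, adjusted p = 0.00133). In females *Cpt1a* had a log2FC of −0.02 (SE 0.0944, adjusted p = 0.994) at 70% compared to 0%. The difference between the sexes passed (difference 0.54, SE 0.123, adjusted p = 0.0296). *Top2a*, a gene of dividing cells, fell in the same males (log2FC −1.21, SE 0.360, adjusted p = 0.0381).

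**Figure D1:**
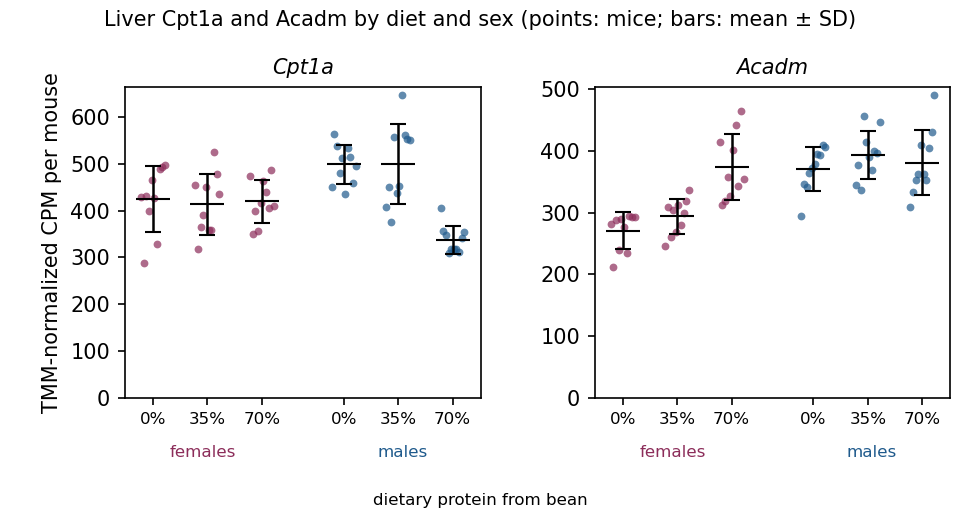
CPM of *Cpt1a* and *Acadm* in each of the 60 mice (points) by the share of dietary protein from bean, for females and males, with the mean ± SD of each group (bars). *Cpt1a* lay between 309.62 and 405 CPM in the males at 70% and between 436 and 564 CPM in the males at 0%, and *Acadm* was higher in females at 70% than at 0% bean.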

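*Cpt2*, on chromosome 4 of GRCm38 from 107903981 to 107923610 (transcript ENSMUST00000030345), rose in females at 70% compared to 0% bean (log2FC 0.26, SE 0.0699, adjusted p = 0.0231). *Slc25a20* had a log2FC of 0.26 (SE 0.0875, adjusted p = 0.0942) in females, which did not pass, and of 0.03 (SE 0.0892, adjusted p = 0.954) in males.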

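In males the log2FC of *Cpt2* at 70% compared to 0% bean was 0.17 (SE 0.0581, adjusted p = 0.0772), and its difference between the sexes did not pass (difference 0.09, adjusted p = 0.997).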

CPT2 also showed a trend of increase in the male cohort but without significant *p*-value (Figure 6; Supplementary Table S4 and Figure S4). CPT1 is regulated by MLXIPL, PPARα, and PPARγ coactivator-1 (PGC-1), and subunit and stabilizator of the latter, *Ppargc1b*, showed inhibited trend in upstream analysis (Supplementary Table S6) [34,50,53]. 

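In females at 70% compared to 0% bean, the medium-chain dehydrogenase *Acadm*, on chromosome 3 of GRCm38 from 153922357 to 153944632 (transcript ENSMUST00000072697), rose from 270.4 ± 29.9 to 374 ± 53.8 CPM (SD, n = 10 per group; log2FC 0.47, SE 0.0760, adjusted p = 0.000169), and 10 of 10 mice exceeded the control median. The long-chain dehydrogenases *Acadl* (log2FC 0.21, SE 0.0456, adjusted p = 0.00414) and *Acadvl* (log2FC 0.23, SE 0.0421, adjusted p = 0.000730) rose too, while *Acadsb* (log2FC 0.18, adjusted p = 0.177), *Acad11* (log2FC 0.31, adjusted p = 0.489) and *Acad8* (log2FC 0.08, adjusted p = 0.738) did not pass in females. In males *Acadsb* (log2FC 0.35, SE 0.0800, adjusted p = 0.00623) and *Acad8* (log2FC 0.20, SE 0.0585, adjusted p = 0.0392) rose. *Acadm* (log2FC 0.04, adjusted p = 0.909), *Acadl* (log2FC −0.06, adjusted p = 0.784), *Acadvl* (log2FC 0.15, adjusted p = 0.278) and *Acad11* (log2FC 0.05, adjusted p = 0.971) did not pass in males.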

Subsequently, bean consumption differentially affected enzymes involved in the course of FA β-oxidation in mitochondria with a noticeable trend towards an increased acyl-CoA dehydrogenases (ACADs) for short-chain FAs *Acadsb*, medium-chain FAs *Acadm*, and long-chain FAs *Acadl*, *Acadvl*, and *Acad11* in females, whereas males upregulated only short-chain FAs mitochondrial ACADs *Acadsb* and *Acad8*. Females also upregulated 3-hydroxyacyl-CoA dehydrogenase *Hadh*, including hydroxyacyl-CoA dehydrogenase-α (*Hadha*) and hydroxyacyl-CoA dehydrogenase-β (*Hadhb*)—units of the mitochondrial trifunctional protein degrading long-chain FAs [54]; as well as final thiolase (*Acaa2*) producing acetyl-CoA and shorter by two carbons acyl-CoA molecules [52]. Additionally, enoyl-CoA isomerase (*Eci2*) and 2,4-dienoyl-CoA reductase (*Decr1*), both of which handle unsaturated FAs, were induced in females (Supplementary Figure S4 and Table S4). In contrast, males upregulated only mitochondrial short-chain FAs ACADs (*Acadsb* and *Acad8*), *Acaa2*, and *Eci2*. Such a transcriptomic signature implies that despite a greater capacity of female livers to β-oxidize various FAs, males rather target short-chain FAs in mitochondria (Supplementary Figure S2).

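*Hadh* rose in females at 70% compared to 0% bean (log2FC 0.23, SE 0.0500, adjusted p = 0.00448), and *Acaa2*, on chromosome 18 of GRCm38 from 74779197 to 74806208 (transcript ENSMUST00000041053), rose with a smaller p (log2FC 0.34, SE 0.0390, adjusted p = 1.64e-06). The trifunctional protein subunits did not pass, with a log2FC of 0.13 (SE 0.0464, adjusted p = 0.120) for *Hadha* and 0.37 (SE 0.115, adjusted p = 0.0666) for *Hadhb*.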

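*Eci2* (log2FC 0.56, SE 0.137, adjusted p = 0.0129) and *Decr1* (log2FC 0.25, SE 0.0677, adjusted p = 0.0257) rose in females at 70% compared to 0% bean. *Eci2* lies on chromosome 13 of GRCm38 from 34977749 to 34994281 (transcript ENSMUST00000021854) and acts on unsaturated acyl-CoAs. At 35% bean neither passed (log2FC 0.06, adjusted p = 1.00 for *Eci2*; log2FC 0.07, adjusted p = 1.00 for *Decr1*).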

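*Acaa2* rose in males at 70% compared to 0% bean (log2FC 0.25, SE 0.0727, adjusted p = 0.0328), whereas *Eci2* had a log2FC of 0.29 (SE 0.109, adjusted p = 0.114) and did not pass. Of 26 mitochondrial β-oxidation genes in males, 3 rose, 2 fell and 21 did not pass (5 rose and 2 fell when adjusted over the list alone), with a camera adjusted p = 0.847. The median of −0.02 lay below 0 and the test pointed up, and the test pointed down with limma-voom, with a stricter filter and without the mouse P01. *Acad12* fell (log2FC −0.73, SE 0.127, adjusted p = 0.000601). *Hadh* (log2FC −0.13, adjusted p = 0.585), *Hadha* (log2FC −0.03, adjusted p = 0.922), *Hadhb* (log2FC −0.15, adjusted p = 0.543) and *Decr1* (log2FC −0.10, adjusted p = 0.693) did not pass.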

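Tested as a difference between the sexes at 70% compared to 0% bean, 1 of 26 mitochondrial β-oxidation genes passed, *Cpt1a*, and the median difference was 0.15 (females minus males). Adjusted over the list alone, 7 had a higher log2FC in females and none a lower one. Those 7 include *Acadm* (difference 0.42, SE 0.106, adjusted p = 0.0596 over all transcripts), *Acadl* (0.27, adjusted p = 0.132), *Hadh* (0.36, adjusted p = 0.148), *Hadhb* (0.52, adjusted p = 0.148) and *Decr1* (0.35, adjusted p = 0.174). Table S4, which the study chose on these samples, holds 15 of the 26 genes. The count over the list alone is therefore not independent evidence of a difference between the sexes. For the short-chain genes the differences were −0.18 for *Acadsb* (adjusted p = 0.784) and −0.12 for *Acad8* (adjusted p = 0.868).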

Long- and very long-chain acyl-CoAs canonically undergo initial catabolism via peroxisomal β-oxidation which consists of essentially the same reactions as the mitochondrial one but catalyzed by different enzymes [52,55,56]. Consumption of beans induced expression of peroxisomal acyl-CoA oxidase (*Acox1* for females and *Acox2* for males) mediating rate-limiting initial dehydrogenation. 

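*Acox2* did not pass at 70% compared to 0% bean. It had a log2FC of −0.05 (SE 0.0895, adjusted p = 0.959) in females and 0.28 (SE 0.0895, adjusted p = 0.0579) in males, and its difference between the sexes was −0.33 (adjusted p = 0.343 over all transcripts, past the threshold over the peroxisomal list alone).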

Upstream analysis indicated that ACOX1 was predicted to be upregulated in both sex cohorts upon bean consumption with higher *z*-score in males than females (Supplementary Figure S5 and Tables S4 and S6). L-bifunctional protein (LBP, encoded by *Ehhadh*) and D-bifunctional protein (DBP, encoded by *Hsd17b4*) mediating hydration and subsequent dehydrogenation of FAs were upregulated (Figure 5b) in males, but peroxisomal 2,4-dienoyl-CoA reductase *Decr2* expression was reduced. 

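In males at 70% compared to 0% bean the transcripts of these enzymes did not pass: the log2FC was −0.30 (SE 0.104, adjusted p = 0.0844) for *Ehhadh*, −0.06 (SE 0.0566, adjusted p = 0.739) for *Hsd17b4* and −0.17 (SE 0.0689, adjusted p = 0.176) for *Decr2*. In females the values were 0.02 (adjusted p = 0.993), 0.08 (adjusted p = 0.716) and 0.15 (adjusted p = 0.289).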

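*Acaa1a*, a peroxisomal thiolase on chromosome 9 of GRCm38 from 119341294 to 119350299 (transcript ENSMUST00000039784), rose in females at 70% compared to 0% bean (log2FC 0.47, SE 0.0776, adjusted p = 0.000178), and its close paralog *Acaa1b*, which may share reads with it, had a log2FC of 0.42 (SE 0.127, adjusted p = 0.0563). In males neither passed (log2FC 0.08, adjusted p = 0.795 for *Acaa1a*; log2FC −0.19, adjusted p = 0.343 for *Acaa1b*). The differences between the sexes had adjusted p-values of 0.148 and 0.0882. Of 19 peroxisomal genes, 8 of them in the Table S4 the study chose on these samples, 6 rose, 1 fell and 12 did not pass (8 rose and 1 fell when adjusted over the list alone) in females (camera adjusted p = 1.81e-05, adjusted p = 0.254 with an estimated correlation). In males 3 rose, 1 fell and 15 did not pass (6 rose and 3 fell when adjusted over the list alone), with a camera adjusted p = 0.621, the median being −0.03 against a test direction of up. *Ech1* rose in females (log2FC 0.36, SE 0.0582, adjusted p = 0.000131). Over all transcripts the sexes differed past the threshold for none of the 19, and for 8 when adjusted over the list alone, 6 with a higher log2FC in females and 2 with a lower one.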

Subunits of final thiolases in peroxisomes *Acaa1a/b* were increased only in female cohort. Finally, there was a slight decrease in peroxisomal FAs transporter—ATP-binding cassette (ABC) protein of subclass D *Abcd1* in both sex cohorts under bean-containing diets. This is in contrast to increased *Slc27a2* and *Acbd5* associated with peroxisomal import of long- and very-long chain FAs in females (Supplementary Figure S5) [55]. 

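Over the dose range in females, the linear trend passed for *Slc27a2* (log2FC per 70 percentage points 0.35, adjusted p = 0.00382) and not for *Acbd5* (log2FC per 70 percentage points 0.40, adjusted p = 0.0964). At 35% compared to 0% bean the log2FC was 0.09 (SE 0.0748, adjusted p = 1.00) for *Slc27a2* and 0.19 (SE 0.137, adjusted p = 1.00) for *Acbd5*.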

Imbalanced hepatocytes upon MAFLD counterintuitively respond to systemic lipid overload with enhanced *de novo* lipogenesis of new FAs [33,34,35]. Bean consumption incrementally reduced expression of key enzymes in this process: aforementioned *Acss2* and ATP-citrate lyase (ACLY), both cytosolic and mitochondrial acetyl-CoA carboxylases I and II, respectively (ACC1/2, *Acaca/b*), fatty acid synthase (FASN), including elongases *Elovl2/5/6* and desaturases *Fads1/2*, *Scd1* in both sex cohorts. 

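Of 19 genes of de novo lipogenesis, 0 rose, 15 fell and 4 did not pass (1 rose and 15 fell when adjusted over the list alone) in females at 70% compared to 0% bean, with a median log2FC of −0.82 and a camera adjusted p = 4.05e-20 (adjusted p = 0.0911 with an estimated correlation). In males 2 rose, 12 fell and 5 did not pass (2 rose and 13 fell when adjusted over the list alone), with a median of −0.73 and a camera adjusted p = 2.31e-06 (adjusted p = 0.301 with an estimated correlation). The study placed 14 of these genes in Table S4 on these samples, so the direction is not independent evidence. *Fasn*, on chromosome 11 of GRCm38 from 120807105 to 120824095 (transcript ENSMUST00000206589), fell in females from 2644 ± 969 to 1089 ± 302 CPM (SD, n = 10 per group; log2FC −1.28, SE 0.188, adjusted p = 4.22e-05) and in males from 1896 ± 606 to 1097 ± 183 CPM (log2FC −0.79, SE 0.200, adjusted p = 0.0138). *Scd1* fell from 22269 ± 6281 to 8362 ± 3090.0 CPM in females (log2FC −1.41, SE 0.198, adjusted p = 1.96e-05) and from 25280.0 ± 4158 to 10448 ± 3013 CPM in males (log2FC −1.27, SE 0.174, adjusted p = 0.000113). *Acly* fell in males (log2FC −0.86, SE 0.204, adjusted p = 0.00832), and *Acaca* (log2FC −1.18, adjusted p = 1.15e-05 in females; log2FC −0.78, adjusted p = 0.000617 in males) and *Acacb* (log2FC −1.27, adjusted p = 6.04e-06; log2FC −1.02, adjusted p = 0.00129) fell in both sexes. The elongases *Elovl6* (log2FC −1.42, adjusted p = 0.000821; log2FC −1.01, adjusted p = 0.00222), *Elovl5* (log2FC −0.82, adjusted p = 4.83e-07; log2FC −0.99, adjusted p = 0.000238) and *Elovl2* (log2FC −0.76, adjusted p = 2.35e-07; log2FC −0.44, adjusted p = 0.00901) and the desaturases *Fads1* (log2FC −0.71, adjusted p = 4.19e-07; log2FC −0.73, adjusted p = 0.000283) and *Fads2* (log2FC −0.89, adjusted p = 4.19e-07; log2FC −1.16, adjusted p = 1.54e-05) fell in both sexes as well. A sex difference passed for none of the 19 genes, over all transcripts or when adjusted over the list alone (median difference −0.25, females minus males).

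**Figure D2:**
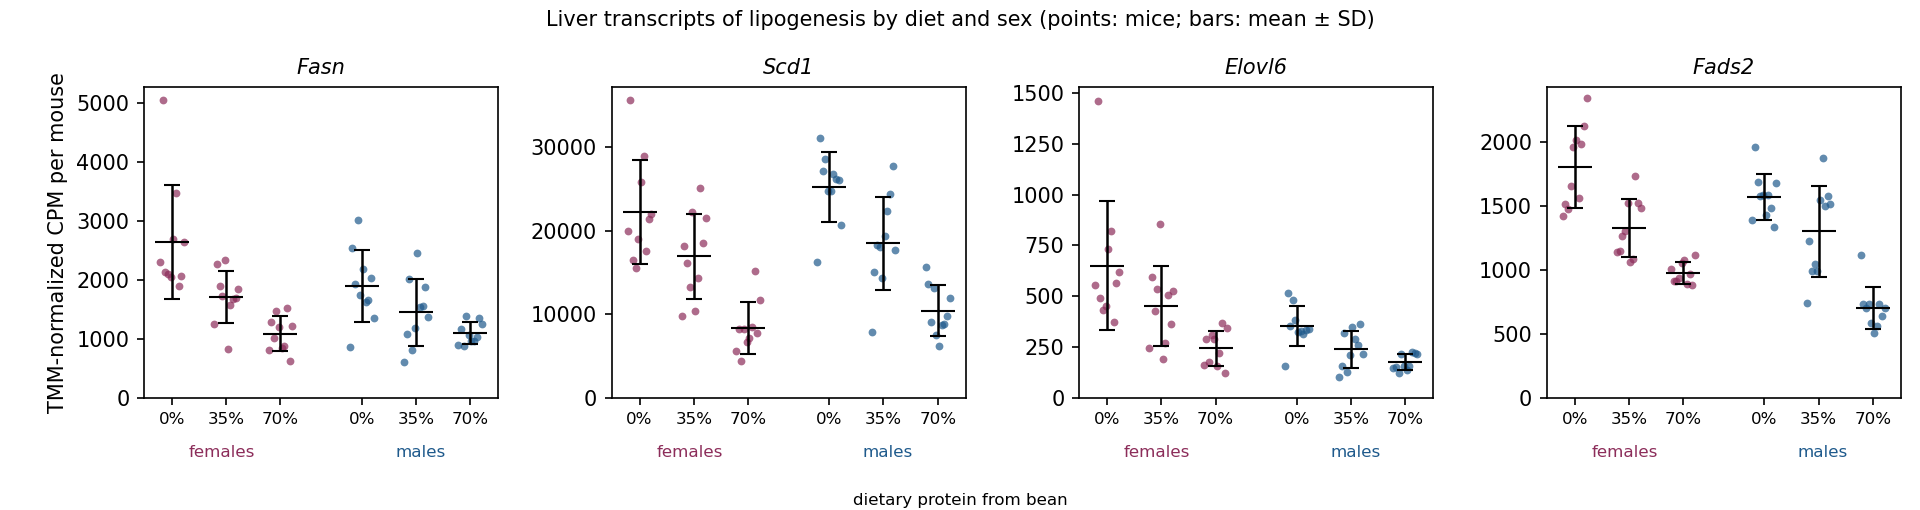
CPM of *Fasn*, *Scd1*, *Elovl6* and *Fads2* in each of the 60 mice (points) by the share of dietary protein from bean, for females and males, with the mean ± SD of each group (bars). Each gene has a lower mean at 70% than at 0% bean in both sexes, and in females *Fasn* lay between 1891.5 and 5057.9 CPM at 0% and between 627 and 1528.5 CPM at 70%.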

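In males at 70% compared to 0% bean *Elovl1* fell (log2FC −0.28, SE 0.0816, adjusted p = 0.0323) and *Elovl3*, a male-biased elongase on chromosome 19 of GRCm38 from 46131897 to 46135694 (transcript ENSMUST00000237098), rose (log2FC 1.24, SE 0.250, adjusted p = 0.00244). In females *Elovl1* had a log2FC of −0.15 (adjusted p = 0.436) and *Elovl3* of 1.42 (SE 0.533, adjusted p = 0.163). The mitochondrial citrate carrier *Slc25a1* fell in females (log2FC −0.16, SE 0.0424, adjusted p = 0.0228) and stood at 0.03 (SE 0.0580, adjusted p = 0.908) in males.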

Males additionally decreased levels of *Elovl1* transcripts but increased such of *Elovl3*, whereas females reduced expression of lipogenic *Slc25a1* (Figure 6; Supplementary Figure S6 and Table S4). Expression of these lipogenic genes is regulated mainly by SREBF1, especially when stimulated by postprandial circulating insulin, and by MLXIPL induced by dietary carbohydrates [8,35].

Newly synthesized long-chain FAs are in the form of acyl-CoAs which can enter TAGs biosynthetic pathways or be first transformed to free FAs acyl-CoA thioesterases (ACOTs). The glycerol-3-phosphate (G3P) pathway (also termed the Kennedy pathway; involves G3P- (GPATs) and acyl-G3P acyltransferases (AGPATs)), while 2-monoacylglycerol pathway consists of mono- (MGATs) and diacylglycerol acyltransferases (DGATs). Both are connected by lipins-mediated production of diacylglycerol [34,48]. Bean consumption reduces expression of lipins *Lpin2*, a GPAT encoded by *Gpam*, AGPATs *Agpat2* (females) and *Agpat3* (males) [34]. 

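*Gpam*, the acyltransferase that starts the glycerol-3-phosphate pathway and lies on chromosome 19 of GRCm38 from 55067636 to 55127216 (transcript ENSMUST00000235957), fell at 70% compared to 0% bean in females (log2FC −1.20, SE 0.152, adjusted p = 4.96e-06) and in males (log2FC −0.88, SE 0.163, adjusted p = 0.00120). *Lpin2* fell in males (log2FC −0.50, SE 0.0972, adjusted p = 0.00177) and had a log2FC of −0.22 (SE 0.0883, adjusted p = 0.206) in females. *Agpat2* fell in females (log2FC −0.27, SE 0.0609, adjusted p = 0.00625), with 0.09 (adjusted p = 0.744) in males, and *Agpat3* fell in males (log2FC −0.28, SE 0.0739, adjusted p = 0.0184), with 0.07 (adjusted p = 0.859) in females. Over all transcripts the sex difference passed for neither *Agpat2* (difference −0.36, adjusted p = 0.146) nor *Agpat3* (difference 0.34, adjusted p = 0.132), and both passed when adjusted over the list alone.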

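In males at 70% compared to 0% bean, *Gk* had a log2FC of −0.38 (SE 0.130, adjusted p = 0.0792) and *Dgat2*, which catalyses the last step of TAG synthesis, of 0.23 (SE 0.110, adjusted p = 0.281). Neither passed, and in females the values were 0.15 (adjusted p = 0.830) and 0.04 (adjusted p = 0.942).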

Males also reduce glycerol kinase *Gk* that generates G3P from glucose and glycerol but upregulate *Dgat2*. Additionally, bean induced significant downregulation of *Lpcat3* (both sex cohorts) and *Pnpla3* (females only) that possess acyl-G3P acyltransferase activity within TAGs biosynthesis pathway according to IPA Canonical Pathways (Figure 5a; Supplementary Figure S7). 

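*Lpcat3* fell at 70% compared to 0% bean in females (log2FC −0.31, SE 0.0580, adjusted p = 0.000825) and in males (log2FC −0.22, SE 0.0509, adjusted p = 0.00649). *Pnpla3*, on chromosome 15 of GRCm38 from 84167837 to 84186206 (transcript ENSMUST00000045289), fell in females, where its adjusted p of 2.35e-07 was among the smallest, and fell in males (log2FC −1.47, SE 0.435, adjusted p = 0.0376). Its difference between the sexes did not pass (difference −0.76, SE 0.473, adjusted p = 0.805).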

Finally, packaging of newly made TAGs into lipid droplets also involves DFF45-like effector proteins (CIDE group) together with abovementioned ACSL3/5 [34], and consumption of beans reduced their expression in males (Supplementary Figure S7), while females’ DEGs indicated downregulation of CIDEC in the upstream analysis (Figure 5b). 

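Of the CIDE genes in males at 70% compared to 0% bean, *Cidea*, on chromosome 18 of GRCm38 from 67343604 to 67367785 (transcript ENSMUST00000025404), fell with an SE of 0.629 and an adjusted p of 0.0287, while *Cidec* had a log2FC of −2.09 (SE 0.728, adjusted p = 0.0866). In females both had too few counts to be tested.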

CIDE proteins, ACSL3, DGAT2, including perilipins (PLINs), PNPLA3, and apolipoproteins are packaged into lipid droplets for storage and very low-density lipoproteins (VLDLs) for export [57]. Consumption of bean reduced expression of *Plin3* (males also reduced *Plin2*), apolipoproteins ApoA4 and ApoC2 (females also reduced ApoA5) but increased levels of *Plin5* as well as aforementioned ApoE (females also elevated ApoA2, while males increased ApoH; (Supplementary Figure S7). 

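*Plin3* fell at 70% compared to 0% bean in females (log2FC −0.60, SE 0.0652, adjusted p = 4.88e-07) and in males (log2FC −0.48, SE 0.0976, adjusted p = 0.00285), and *Plin2* fell in males (log2FC −0.51, SE 0.0956, adjusted p = 0.00125), with a log2FC of −0.13 (SE 0.0902, adjusted p = 0.665) in females. *Plin5* did not pass (log2FC 0.36, adjusted p = 0.113 in females; log2FC 0.26, adjusted p = 0.116 in males). Of 12 lipid droplet genes measured in females, 0 rose, 2 fell and 10 did not pass (2 rose and 2 fell when adjusted over the list alone), with a camera adjusted p = 0.704, the median of 0.03 lying above 0 against a test direction of down, and of 14 in males 0 rose, 5 fell and 9 did not pass (2 rose and 6 fell when adjusted over the list alone), with a camera adjusted p = 0.0512. *Apoa4*, on chromosome 9 of GRCm38 from 46240696 to 46243459 (transcript ENSMUST00000034585), fell in females (log2FC −1.42, SE 0.188, adjusted p = 8.49e-06), and *Apoc2* fell in females (log2FC −0.76, SE 0.126, adjusted p = 0.000228) and in males (log2FC −0.99, SE 0.159, adjusted p = 0.000293). *Apoh* rose in males (log2FC 0.26, SE 0.0718, adjusted p = 0.0237). *Apoa5* (log2FC −0.27, adjusted p = 0.168) and *Apoa2* (log2FC 0.34, adjusted p = 0.0940) did not pass in females. Among 14 apolipoproteins, 0 rose, 2 fell and 12 did not pass (5 rose and 3 fell when adjusted over the list alone) in females (camera adjusted p = 0.914) and 3 rose, 2 fell and 9 did not pass (4 rose and 2 fell when adjusted over the list alone) in males (camera adjusted p = 0.247), where the median and the mean of the list differed in sign in each sex. Table S4, which the study chose on these samples, holds 5 of the droplet genes and 7 of the apolipoproteins.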

The upstream analysis also indicated that bean-upregulated FOXA1 (Figure 5b; Supplementary Table S6) which suppresses multiple target genes involved in TAGs synthesis, such as GPAM, DGAT2, and some apolipoproteins [58].

Ultimately, increasing dose of consumed beans significantly affected genes involved in every key mechanism of hepatic FAs metabolism, enabling its effective regulation of hepatocellular FAs and TAGs levels. These findings were consistent with results of IPA Canonical Pathways analysis, whereas IPA Upstream analysis revealed similar patterns of bean-induced DEGs and their functional association.

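Of 8 cytochromes of ω-oxidation in the ER measured in females at 70% compared to 0% bean, 5 rose, 0 fell and 3 did not pass (5 rose and 0 fell when adjusted over the list alone), with a camera adjusted p = 0.000722 (adjusted p = 0.159 with an estimated correlation), and of 10 in males 4 rose, 0 fell and 6 did not pass (5 rose and 0 fell when adjusted over the list alone), with a camera adjusted p = 0.0184 (adjusted p = 0.396 with an estimated correlation). *Cyp4f13* (log2FC 0.37, adjusted p = 0.000582 in females; log2FC 0.45, adjusted p = 0.000666 in males) and *Cyp4v3* (log2FC 0.29, adjusted p = 0.00524; log2FC 0.30, adjusted p = 0.0212) rose in both sexes. Of 12 acyl-CoA thioesterases, which release free FAs, 3 rose, 1 fell and 8 did not pass (4 rose and 1 fell when adjusted over the list alone) in females (camera adjusted p = 0.373) and 1 rose, 1 fell and 10 did not pass (1 rose and 2 fell when adjusted over the list alone) in males (camera adjusted p = 0.718). The cytosolic *Acot1* rose in females (log2FC 0.98, SE 0.281, adjusted p = 0.0385) and in males (log2FC 0.81, SE 0.155, adjusted p = 0.00150), while the mitochondrial *Acot2*, a close paralog that may share reads with it, fell in males (log2FC −0.70, SE 0.190, adjusted p = 0.0223) and had a log2FC of 0.24 (SE 0.186, adjusted p = 0.760) in females. 3 of the thioesterases are in Table S4, which the study chose on these samples.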

## 4. Discussion

MAFLD is a global public health concern rooted at the crossroads of metabolically dysregulated chronic non-communicable diseases and the respective detrimental economic, societal, and environmental consequences [59,60,61]. Effective care of MALFD patients is limited by the affordability, accessibility, and safety of interventions for the public and depends on the stage of disease progression. Nevertheless, even if better treatment measures are developed, modifying lifestyle risk factors remains central in MAFLD management, therapy, and prevention, according to consensus statements and recommendations for the public health agenda from the multidisciplinary group of experts [5]. Within lifestyle, chronic positive energy balance, particularly in adults, is a strong driver of MAFLD, but the global trends have been opposite and highly refractory to change [62]. This reality drives attention toward global food patterns and food types therein.

Given that the Mediterranean-type food pattern is reported to be protective against metabolic disorders, such as MAFLD, whereas the Western-type pattern is a major risk factor for the disease, a category of foods discriminating the two patterns are pulses. Moreover, dietary guidelines, such as The Dietary Guidelines for Americans [14], inadvertently support the consumption of pulses as a vegetable side dish rather than as a staple food. We argue that as a consequence of such exclusion, dietary quality and associated health benefits are markedly reduced. This dilemma is partly due to a lack of clinical or population data that inform what dose/dietary concentration of pulse is needed to secure protection against fatty liver disease and whether biological sex plays a role. These issues are directly addressed by the work reported herein.

### 4.1. Dietary Bean-Induced Liver Phenotype

The design of this study used *ad libitum* feeding of a recognized obesogenic diet formulation that induces both MAFLD as well as obesity in C57BL6/J mice since that is the human context in which our study questions are most appropriately considered. Figure 1, Figure 2 and Figure 3 clearly show that excessive hepatic steatosis—a hallmark of MAFLD [8,27,63]—is prevented by common bean consumption regardless of sex. Such an effect only becomes uniform enough to achieve statistical significance in female mice when ≥ 35% of dietary protein is derived from bean. In male mice, 70% dose is required to render an effect statistically distinct from the bean-free control. Implication of hepatic steatosis in the response to the dietary bean was consistent with the results of the bean-induced DEGs that mapped to this hepatotoxicity with the highest *p*-values (Figure 4). The magnitude of bean required relative to the amount currently consumed in populations such as those in developed countries such as the USA, Canada, and many countries in Europe, underscores the critical importance of understanding the metabolic pathways through which common bean exerts these effects.

### 4.2. Triacylglycerol as the Main Chemical Form of Hepatic Lipid

Hepatic steatosis develops as acquisition and biosynthesis of intrahepatic lipids surpass the limits of their catabolism, utilization, and export such that excess fat is stored in intracellular vacuoles as lipid droplets [35]. The latter consist of neutral lipids, e.g., TAGs and cholesterol esters, surrounded by a phospholipid monolayer carrying proteins involved in synthesis, degradation, and trafficking of those lipids [57]. There is a fine-tuned balance between formation and degradation of TAGs within lipid droplets. TAGs are the preferred form of energy storage in the liver as they are biochemically inert [30] and, thus, serve as both the source and anabolic end-point of hepatocellular FAs [34]. In contrast, diacylglycerols, acyl-carnitines, ceramides, glycerophospholipids, sphingolipids, free cholesterol, and especially free FAs are associated with severe lipotoxicity [31,32,64]. About 15% of MAFLD-associated TAGs in the liver originate from the diet [46]. Females upregulate *Lrp1* expression, indicative of greater uptake of chylomicron remnants but, simultaneously, of improved MAFLD state [45]. Transcriptomic analysis revealed that the consumption of beans significantly upregulates canonical degradation of TAGs with the concomitant pattern of TAGs biosynthesis inhibition (Figure 5a). Therefore, the expected reduction in hepatic TAGs content based on such a transcriptomic signature is also observed in the lipid quantification and liver histopathology (Figure 1, Figure 2 and Figure 3).

### 4.3. Contribution of Extracellular Free Fatty Acids Uptake

Excessive caloric intake renders adipose tissue and skeletal muscle (the primary destinations of dietary fat in the postprandial state) overloaded with intestinally derived chylomicrons so that their remnants and their spillover-derived non-esterified FAs are cleared from circulation by the liver [34]. Moreover, the accompanying dysfunction of adipose tissue increases its rates of lipolysis [32,65], releasing non-esterified free FAs into circulation. These free FAs are the primary source for 59% of TAGs in MAFLD livers. MAFLD-compromised hepatocytes upregulate the uptake of free FAs [34,50,64]. While short- and medium-chain FAs diffuse across hepatocyte plasma membrane due to their lipophilicity [66], long-chain FAs entry is mediated mostly by the membrane-bound proteins [34]. Higher levels of respective CD36 are a biomarker of high-fat diet-induced hepatic steatosis [34], and its reported knockdown improved insulin sensitivity and steatosis owing to observed decrease in FA uptake and TAGs concentration [34,50,67]. CD36, which was dramatically reduced more in males than females upon dietary bean, is considered the most contributing factor in FA-induced lipotoxicity in MALFD [64]. Its expression is regulated by PPARγ and LXR [34], whose downregulation, according to upstream analysis, was consistent with CD36 suppression (Figure 5b). Therefore, upon bean consumption, females show a greater response in mediating uptake of lipoproteins and their degradation, whereas males rather downregulate FAs transport mechanisms.

### 4.4. Hepatocellular Oxidation of Fatty Acids

Analysis of intracellular FAs transport proteins and FABPs, ACSs, and ACOTs, as well as transcripts of FA oxidation enzymes indicated: a) bean consumption generally exerted a pro-catabolic profile in both sex cohorts; b) females displayed more evidence for enhanced mitochondrial β-oxidation of long-chain FAs and peroxisomal β-oxidation of very long-chain FAs; and c) males’ DEGs patterns connect more to mitochondrial β-oxidation of short-chain, odd-number, and unsaturated FAs and peroxisomal β-oxidation of long-chain FAs. AMP-activated protein kinase (AMPK) suppressing mTOR, SREBP1, and ACC1/2 in favor of FAs β-oxidation [50,68] showed patterns of bean-induced activation (Supplementary Table S6), which is in accordance with the sex-dependent signature of bean consumption that significantly mapped FAs β-oxidation to females. Taken together, this points to a priori differential dietary challenges and sex-dependent differences in hepatic lipid catabolism which accordingly result in differential effects of dietary beans. While females exhibit a more pronounced increase in capacity for FA oxidation in livers than males, the latter demonstrate differential effects of bean consumption on hepatic FA β-oxidation.

### 4.5. Bean Effects Shared by Both Sex Cohorts

A dramatic reduction in the capacity to drive *de novo* lipogenesis in hepatocytes of mice was more uniform between females and males. Considering that mice fed bean-containing diets also reduced body adiposity [22], the contribution of adipose tissue-derived free FAs would be markedly reduced. Furthermore, under the MAFLD conditions, 26% of hepatic TAGs originate from *de novo* lipogenesis of new FAs in hepatocytes [46]. Thus, the suppression of lipogenic genes we demonstrate herein, including upstream regulators assessment indicating significant and dose-dependent inhibition of lipogenic SREBF1, potentially resembles the primary mechanism of bean-induced protection. After all, bean-promoted health benefits were potent enough to reduce expression of genes driving the obesogenic phenotype in C57BL6/J mouse model, such as *Acss2*, *Acly*, *Elovl6*, *Scd1*, *Acaca*, and *Slc25a1* [26]. Therefore, consumption of beans induces sex-dependent effects on improving hepatic FA oxidative capacity but not on the suppression of *de novo* lipogenesis. This is consistent with observed transcriptomic trend of TAGs biosynthesis inhibition (Figure 5a).

### 4.6. Differential Sex-Dependent Effects of Common Bean

The multi-omics integrative studies determined that males exhibit more MAFLD-associated hepatic genes than females, especially those associated with lipid metabolism, and identified key genes driving MAFLD in the livers of female and male mice, including but not limited to *Insig1*, *Acss2*, *Acot/4*, *Pnpla3* shared by both sexes; female-specific *Lipc*, *Srebf1*, *Slc27a5*; male-specific *Cidec*, *Mogat1*, *Cd36*, *Fasn*, *Cpt2* [69,70]. Consistently, all these genes were detected among observed DEGs or their predicted upstream regulators, including the observation that males displayed more hepatic DEGs upon bean consumption than females. Observation that bean-induced protective effects from hepatic steatosis were qualitatively observed at the lower dose in females compared to males indicate that there are sex-dependent differences in MAFLD etiology and that males overall exhibit greater susceptibility to MAFLD comorbidities [69,70,71,72]. We report that female and male mice responded to dietary beans with opposite effects on PPARα and MLXIPL, and males exhibited steatogenic associations (Figure 5b; Supplementary Table S4 and S6). Levels of PPARα and PPARγ are increased upon a high-fat diet; however, knockout studies indicated that PPARα ablation exacerbates MAFLD and PPARγ ablation protects mice from its development [36]. MLXIPL contribution to MAFLD development stems from obesogenic effects of dietary carbohydrates [73]. We report, however, that primary lipogenic targets of MLXIPL signaling, such as key genes of *de novo* lipogenesis, show significant reduction in transcript expression in males. Taken together, these could indicate less efficient FA oxidation as well as the effects of dietary carbohydrates may be in the way of bean-induced protective health benefits for the liver in males.

### 4.7. Translational Considerations

In many respects, a vegan food pattern is a predominant type practiced globally. The significance of this is that it is well established that human health and well-being are maintained when all protein is obtained from plant sources. Moreover, globally, a substantial amount of plant protein is consumed from the botanical family Fabaceae. Within that family, the foods contributing to the protein are primarily either oilseed legumes (soy and peanut) or grain legumes, i.e., pulses (common bean, chickpea, lentil, and dry pea). Oilseed legumes predominate in economically developed countries, while pulses—in the remainder of the world. There, pulses are treated as a staple food crop, not a vegetable side dish. By definition, a staple food crop is eaten daily in large amounts as a primary source of energy and protein, and they are affordable and accessible. As such, pulses, with common bean as an example, could be leveraged to reduce the prevalence of fatty liver disease in developed countries featuring low levels of pulse consumption and in developing countries where the public health trends indicate that fatty liver disease is increasing in segments of the population with improving economic status preferring highly processed convenience foods. Collectively, this raises the important question: *is increased pulse consumption feasible given the amounts needed to secure disease preventive effects, e.g., on MAFLD?*

In our judgment, the answer is yes, but it will require increased prominence of stealth health approaches. Specifically, flours of each pulse can be prepared as minimally processed whole food ingredients and incorporated into foods for which consumers in various populations show a preference. As witnessed by the rapid increase in the release of pulse-containing food products, it is feasible. Beyond this, the effort will gain credibility in the biomedical community by identification of the specific gene/protein targets by which bean inhibits the development of a disease such as MAFLD and the specific chemical(s) that alters gene expression or protein activity. Whether the chemicals are an intrinsic component of bean and other pulses or are produced by interacting pulse food components with the gut microbiome and its associated immune component remains to be determined. Once that chemistry is understood, pulses can be processed to ensure that their use as food ingredients maintains the amount and form necessary to secure health benefits.

### 4.8. Limitations and Strengths

Our primary goal in the present study was to determine dose- and sex-dependent effects of bean consumption on liver protection from the obesogenic dietary environment and both quantitative chemical analyses and qualitative histopathology provide strong evidence of dose and biological sex dependent effects of bean consumption of dietary induced MAFLD. In addition, a secondary objective was to deduce potential molecular mechanisms underlying these observed phenotypes. Considering the multi-faceted nature of hepatic lipid metabolism, the results we report herein are only the tip of the iceberg and provide an initial overview of dietary bean effects on MAFLD prevention. Recognizing that transcriptional signatures are only one step in the regulatory cascade that determines protein activity and metabolite patterns, this work will serve to direct detailed analyses of effects of bean consumption on the phosphoproteome that are focused and guided by metabolomic analyses of plasma and liver. However, those analyses are considered beyond the scope of this investigation.

The translation of preclinical data to potential human relevance must always be done bearing in mind the limitations of each animal model. In the work reported herein, the model is well established for its value in studying metabolic dysfunction and the underlying findings have been demonstrated in two rodent species. This work was done in a preclinical model rather than in human subjects because of the paucity of information available about dose or the effect of biological sex. Additionally, a specific bean cultivar and a dose response design were used in male and female animals. Ultimately, mechanistic studies using genetically engineered mouse (GEM) methodology, e.g., knock-out strategies, will be required to establish causality. The work reported herein constitutes a foundation for in-depth, targeted analyses upon which genetic manipulations can be designed.

## 5. Conclusions

We demonstrate that consumption of common bean under isocaloric and obesogenic dietary conditions exerts potent protection from lipid accumulation in the liver in a dose- and sex-dependent manner. In particular:

❖ females exhibited lower hepatic lipid content at the 35% dose, whereas males achieved a similar reduction with the 70% dose of bean;
❖ common bean dose-responsively inhibited *de novo* lipogenesis in both sex cohorts;
❖ additionally, females showed greater capacity for FA oxidation, whereas males significantly reduced uptake of extracellular free FAs;
❖ bean consumption significantly affected genes involved in TAGs metabolism consistent with enhanced hydrolysis and diminished biosynthesis;
❖ bean-induced DEGs patterns indicated that reduced PPARα signaling and activated by dietary carbohydrates MLXIPL signaling may be at the core of lower susceptibility of male mice to dietary bean protection from hepatic steatosis;
❖ hepatic CYPs-regulated FA oxidation, oxidative stress, cholesterol metabolism, bile acid metabolism, and inflammation appear to also be significantly affected by increasing doses of beans in the diet and will be assessed in further communications.

Collectively, we provide strong evidence that incorporating common bean into the diet dose dependently protects both female and male mice from the diet-induced onset of MAFLD.

## Figures and Tables

**Figure 1:**
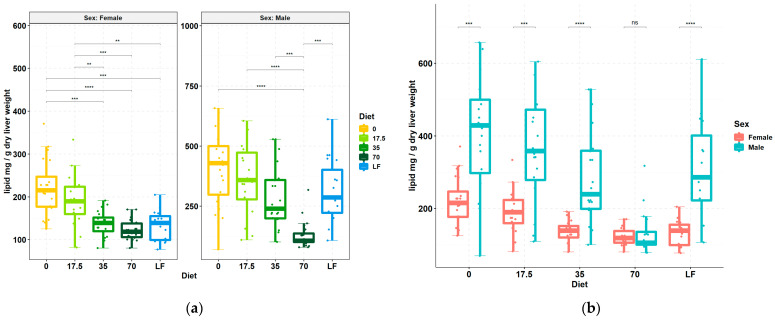
Effect of dietary bean on the liver lipid content. Box plots report amount of hepatic lipid (in mg) normalized to g of dry liver weight across the diet groups and sex cohorts. Diets are indicated by the percent (%) of dietary protein provided by bean, including a low-fat (LF) diet as a negative control. Kruskal–Wallis testing showed significant differences by the diet effect (χ^2^ = 41.598, *p*-value = 2.021× 10^−8^ in the female cohort; χ^2^ = 40.15, *p*-value = 4.029 × 10^−8^ in the male cohort). (**a**) Pairwise comparisons between the diet group were conducted using the post-hoc Dunn test; (**b**) Pairwise comparison between sex cohorts were tested with the Mann–Whitney *U* test. The Benjamini–Hochberg method was used for the multiple testing correction of *p*-values. ** *p*-value < 0.01; *** *p*-value < 0.001; **** *p*-value < 0.0001.

**Figure 2:**
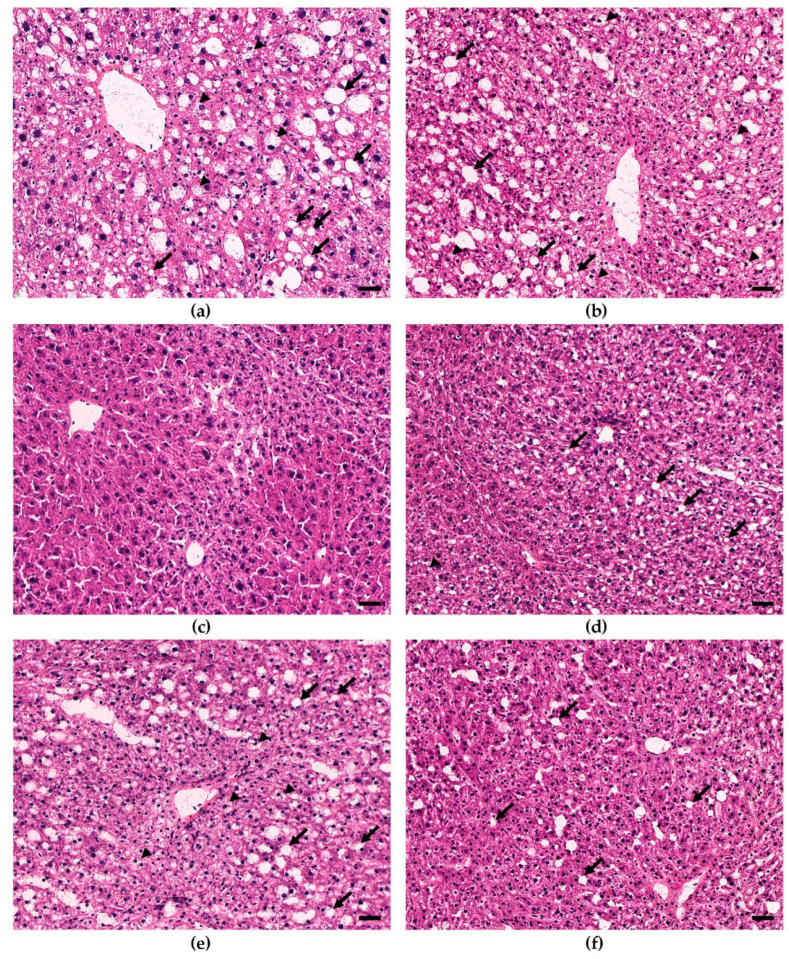
Comparison of lipid accumulation in male and female H&E-stained liver sections across different diets. (**a**) Male 0%; (**b**) Female 0% bean; (**c**) Male 70% bean; (**d**) Female 70% bean; (**e**) Male low fat; (**f**) Female low fat. Steatosis (arrows); hepatocyte ballooning (arrowheads); magnification 200×; bars = 40 µm.

**Figure 3:**
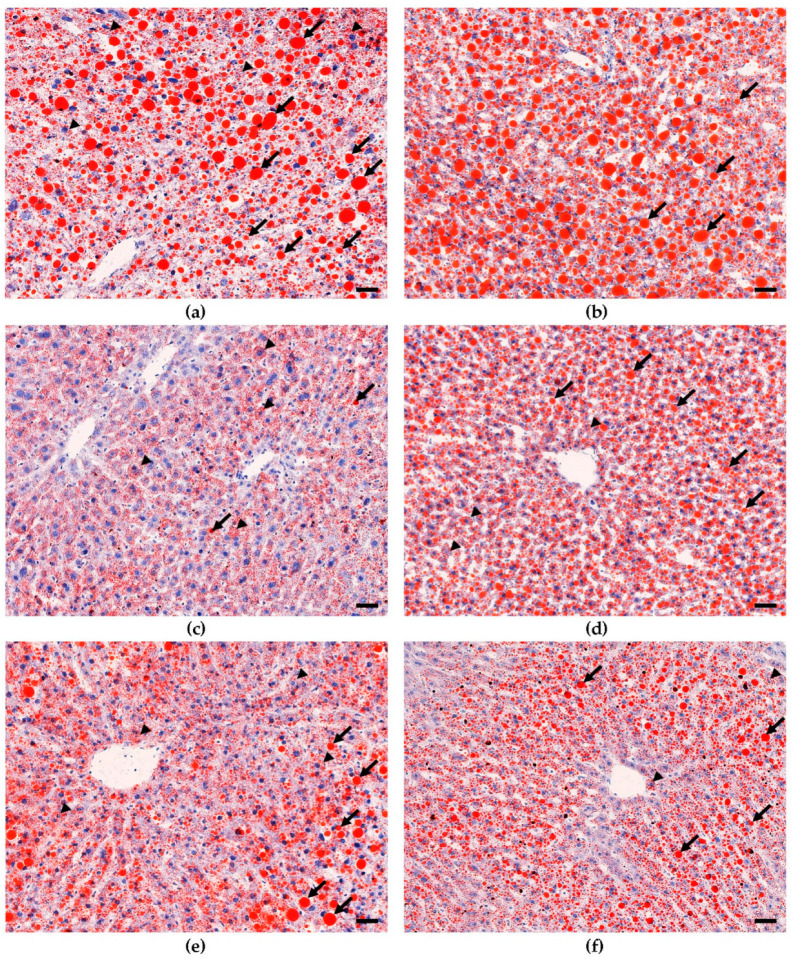
Comparison of lipid accumulation in male and female Oil Red O-stained liver sections across different diets. (**a**) Male 0%; (**b**) Female 0% bean; (**c**) Male 70% bean; (**d**) Female 70% bean; (**e**) Male low fat; (**f**) Female low fat. Extracellular lipid (arrows); intracellular lipid (arrowheads); magnification 200×; bars = 40 µm.

**Figure 4:**
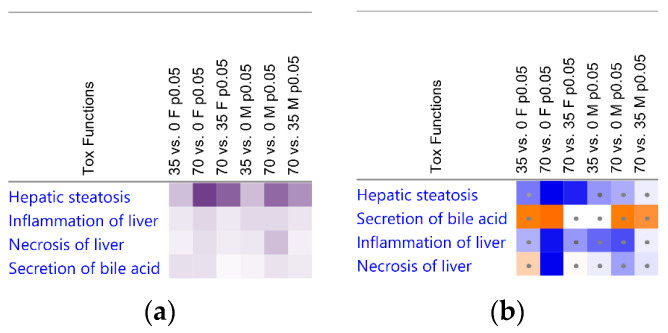
Heatmap of the Hepatotoxicity Functions based on the differentially expressed gene patterns in the liver tissue samples of female (F) and male (M) mice. Functions were organized by the collective score values. Pairwise comparisons are indicated in the column headers with first three from the left for the females and the other three columns for the males. Significant functions were filtered by B-H *p*-values < 0.1 and |*z*|-scores > 2, (**a**) shades of purple indicate −log_B-H *p*-values_; (**b**) blue shades indicates inhibition, orange—activation, for 70% diet group in at least one sex cohort. Dots denote insignificant |*z*|-scores < 2.

**Figure 5:**
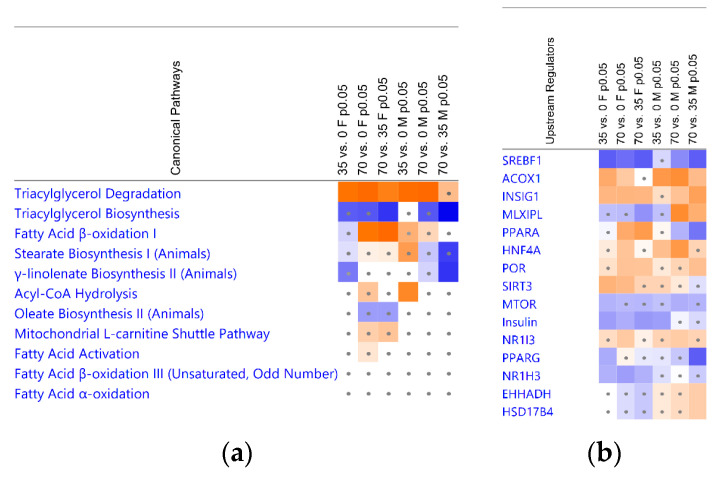
Canonical pathways and upstream regulators associated with fatty acid metabolism in liver upon consumption of common bean. (**a**) Canonical pathways; (**b**) upstream regulators. Pairwise diet comparison groups are indicated in the columns. Heatmap colors and their intensity indicate activity status according to the *z*-score values direction: orange signifies activation and blue—inhibition. Dots denote insignificant |*z*|-scores < 2. Indicated pathways had a significant *p*-values of overlap < 0.05 (B-H *p*-values < 0.1) and are organized by the collectively largest absolute *z*-score values across the comparisons.

**Figure 6:**
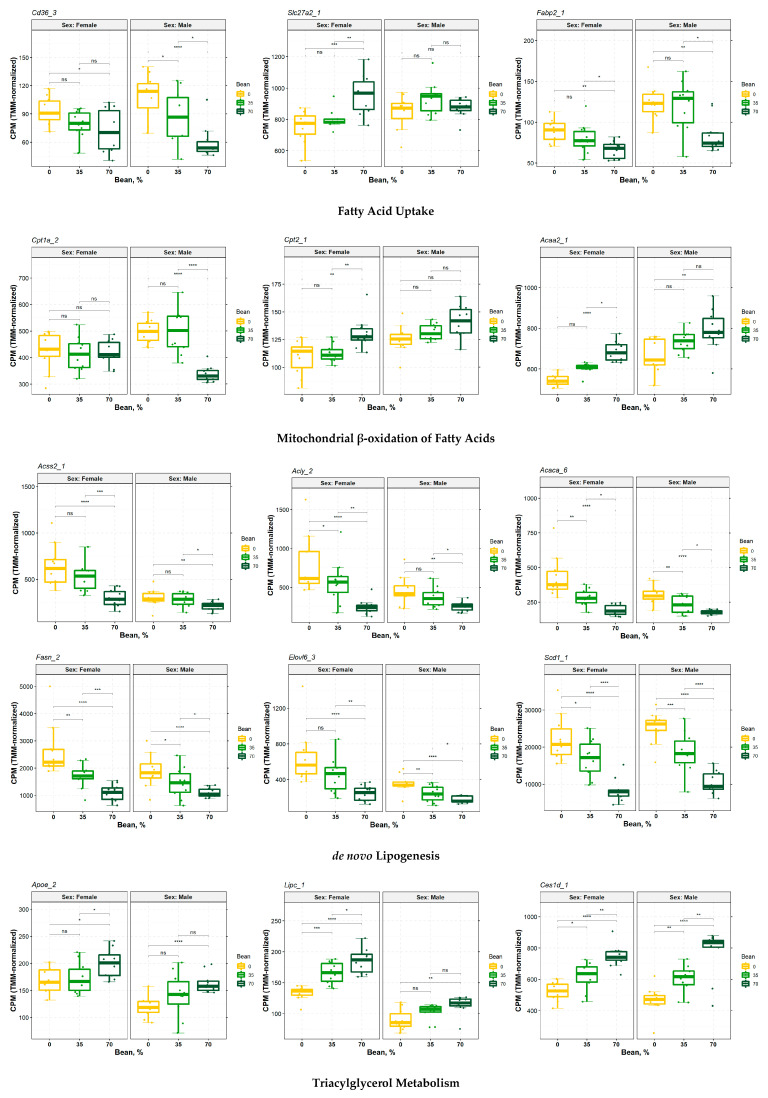
Expression of genes involved in lipid metabolism in the livers of female and male mice upon consumption of beans. Differential expression analysis performed in CLC Genomic Workbench. * *p*-value < 0.05; ** *p*-value < 0.01; *** *p*-value < 0.001; **** *p*-value < 0.0001.

**Table 1:** IPA analysis-ready identifiers mapped to DEGs within each comparison group pair.

Group Cohort	35% vs. 0% Bean	70% vs. 0% Bean	70% vs. 35% Bean
	*DEGs* ^1^	*DEGs* ^1^	*DEGs* ^1^
*Pre-filtered Mapped IDs* ^2^			
Females	3547	3579	3541
Males	3539	3539	3497
*Core Analysis-ready IDs* ^3^			
Females	461	966	389
Males	394	1130	535
***TOTAL DEGs*** ^4^	*66*,*624*		

^1^ Differentially expressed genes; ^2^ All mapped to DEGs and duplicate-resolved identifiers; ^3^ Filtered by *p*-value < 0.05. ^4^ Total amount of observed DEGs from CLC Genomics Workbench output dataset.

## Data Availability

The RNA sequencing data reported herein is being submitted to the Gene Expression Omnibus, a database for gene expression profiling managed by the National Center for Biotechnology Information. Please contact the corresponding author for the GEO accession number.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15030526/s1, Table S1: Diet formulations; Table S2: IPA Input; Table S3: Toxicity functions; Table S4: DEGs; Table S5: Canonical Pathways; Table S6: Upstream regulators; Figure S1: Effect of dietary bean on the liver lipid content; Figure S2: Dietary bean effects on expression of hepatic fatty acid transport genes in female and male mice; Figure S3: Expression of genes involved in *de novo* lipogenesis in the livers of female and male mice upon consumption of beans; Figure S4: Dietary bean dose-dependently affects expression of acyl-CoA synthetases in the livers of female and male mice; Figure S5: Consumption of beans promotes sex-dependent changes in gene expression regulating mitochondrial β-oxidation in the livers of mice; Figure S6: Effects of dietary bean on peroxisomal β-oxidation in the livers of mice; Figure S7: Dietary beans affect expression of genes involved in lipid droplet and lipoprotein formation and clearance in both female and male mice; Figure S8: Effects of dietary bean on gene expression involved in triacylglycerol metabolism in both female and male mice; Figure S9: Observed DEGs among the predicted significant upstream regulators.

How the deposited data were processed for this re-analysis (not part of the article)

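Liver RNA of 60 mice was measured by RNA-seq, with 10 mice in each of 6 groups: females and males whose obesogenic diet drew 0%, 35% or 70% of its protein from common bean. Sex and diet were taken from the sample labels and follow the study's text. Each library comes from 1 animal with its own code, and no label gives a batch, date or litter. The deposited values are raw whole-number counts of reads per Ensembl transcript. The authors trimmed the reads (quality limit 0.05) and counted them in CLC Genomics Workbench 21.0.3 on the mouse build GRCm38, before any normalization or filter. How that program divided reads shared by several transcripts, and whether it used the strand, is not given in the sources used here. Values of near-identical genes (*Mup*, *Saa1* and *Saa2*, *Serpina1*, *Cyp2c*, *Cyp4a* and *Ces1*) and of overlapping genes are therefore uncertain.

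The matrix holds 66624 transcripts and 60 columns, and each of the 60 single-library files is identical to its column. Of the transcripts, 65985 were named through GENCODE vM21 and 639, holding 0.275% of all counts, were not. Total counts ran from 24492629 to 41913476 (median 34074544.5). No library's Y-linked transcripts went against its sex label: the lowest male had 2627 counts and the highest female 0. No pair of mice in a group was as similar as technical repeats would be (lowest chi-square per degree of freedom 25.53 over 22433 transcripts). Total count, the percent of counts in the 50 most abundant transcripts and the percent from the mitochondrial genome were compared between diets by permutation (smallest adjusted p = 0.0823). The mean mitochondrial percent in females was 6.55 at 0%, 5.73 at 35% (unadjusted permutation p = 0.00506) and 5.81 at 70% bean (p = 0.0115). In males it was 6.98, 6.53 and 6.20. The percent in the 50 most abundant transcripts in females was 34.66 at 0% and 33.56 at 70% (p = 0.0137). With 10 mice per group the spread between animals, not depth, limits the precision of abundant transcripts.

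Transcripts were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), which left 26609 in females, 26184 in males and 30538 in the fit of all 60 mice. Counts were normalized by TMM and tested with the quasi-likelihood F test in R 4.3.3. The 3 diet pairs and a linear trend (per 70 percentage points of bean protein) were tested within the 30 mice of each sex. The difference between the sexes was tested as an interaction over all 60 mice. The standard error is the log2 fold change divided by the square root of F. P-values were adjusted by the Benjamini-Hochberg method over the transcripts of a comparison, with a threshold of 0.05. The paper used an unadjusted p under 0.05 and at least 10 RPKM.

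A gene is represented by its transcript in the paper's Table S4, or else by the one with the highest mean CPM. The transcripts named as rising or falling most were picked by their own change, and some are not the representing one. Lists of genes of lipid metabolism, related processes, liver cell types and technical controls were written before the data were examined. Each was tested on log2 CPM (prior count 2) with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation. The 279 tests of a list in a comparison were adjusted together: 105 passed with the preset correlation and 0 with the estimated one. Many lipid lists share genes with Table S4, which the study chose on these samples, so their direction is not independent evidence.

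Genes are named if the paper names them in the sentence concerned or lists them in Table S4, whose values were seen beforehand. The 10 that rose and the 10 that fell most at 70% compared to 0% in each sex, at 10 CPM or more, are also named. So are the 10 with the smallest p for the difference between sexes, and up to 4 members of each list with the smallest p. Some genes that these rules select are not reported here. The alternatives set before the data were examined were counts summed per gene, RLE and upper-quartile normalization, DESeq2 1.42.0, limma-voom with sample weights, no filter, a filter at 10 CPM, fits of only the compared groups or of all 60 mice, and the paper's thresholds. For the lists they also included the estimated correlation and gene sums for the members. Fits without mice P01, P04, P69 or P96, and a fit with a block for sets of consecutive animal codes, were added after the data were seen. Lists of random genes matched on length, GC content and level were drawn 10000 times, and score differences were tested with 100000 permutations.

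The tests were tried on simulated counts with the means, dispersions and library sizes of these mice. For females at 70% compared to 0% (24634 transcripts), edgeR recovered 13, 23, 40 and 47 of 50 changed genes at log2 changes of 0.25, 0.5, 1 and 2, and 11 of a further list of 20 genes changed by 0.5. The remaining 6 of its 140 calls had not been changed. DESeq2 recovered 16, 28, 43 and 49 and 11 of the list, with 30 of 177 calls unchanged. For the difference between sexes at 70% (28323 transcripts), edgeR recovered 5, 16, 33 and 42 and 7 of the list, with 25 of 128 calls unchanged, which is above the nominal rate. Among transcripts that represent a gene, with a mean of at least 10 CPM, 1 of 73 calls was unchanged. Where nothing was changed in males, 0 of 24189 were called. Data tables were handled with data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Pathway scores of the paper's commercial knowledge base were not computed here.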

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

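The 4 tests on stellate genes in males, and the split by sex of the test on transcripts of a gene, were chosen only after the result was seen, while those on ribosomal and ER genes and on transcripts of a gene over both sexes were set before.

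Of 108 groups of 10 mice looked at, 12 had a mouse that stood apart by Dixon's test, and chance gives about 1 in 20 groups. The lipid scores (mean centred log2 CPM of a list) that stood apart were triacylglycerol synthesis in P81 (female, 0%, −0.27) and in P01 (male, 0%, −0.44), triacylglycerol degradation in P83 (female, 35%, −0.22) and in P01 (−0.51), and fatty acid uptake in P64 (female, 70%, −0.46). Mouse P01 also stood apart in the cell cycle score (2.12), and P03 (male, 35%) in the ribosomal score (0.17). Mouse P04 (male, 70%) stood apart in the stellate (0.72) and cell cycle (1.31) scores and in *Cpt1a* (405 CPM). Single high values were also *Cd36* in P49 (male, 70%, 106 CPM) and *Fasn* in P56 (female, 0%, 5058 CPM). Over all lists, 37 of 273 groups of scores had such a mouse, 8 times P01 and 6 times P04.

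The response to 70% compared to 0% bean differed between the sexes by the interaction test for these genes named in the text, given as females minus males on the log2 scale. It was above 0 for *Abcb4* (0.53), *Atp6v0d2* (2.12), *Cpt1a* (0.54), *Rdh9* (1.25) and *Tmem140* (0.63). It was below 0 for *Atp8b1* (−0.59), *Ces2a* (−0.78), *Cyp3a11* (−0.82), *Dnajc3* (−0.35), *Gstp1* (−1.23), *Ppp1r3b* (−1.39), *Rtp3* (−0.57), *S1pr1* (−0.61), *Slc44a1* (−0.54) and *Tmem150a* (−0.51). Adjusted p-values ran from 0.000297 for *Abcb4* to 0.0452 for *Ces2a*.

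Gene groups outside those whose transcripts the paper discusses passed camera at 70% compared to 0%, none of them with an estimated correlation. For the stellate and fibrosis group, the paper states that stained sections showed no fibrosis. Their median log2FC in females was 0.33 for CAR and PXR targets, 0.28 for clock genes, 0.35 for female-biased genes, −0.23 for the mitochondrial genome, −0.40 for stellate genes, −0.21 for macrophages, −0.47 for red blood cell genes, which mark blood in the tissue, −0.13 for glycolysis and gluconeogenesis, 0.056 for mitochondrial ribosomal proteins and 0.042 for the proteasome. In males it was 0.30 for CAR and PXR targets, 1.12 for male-biased and −0.81 for female-biased genes, −1.03 for stellate genes, −0.68 for macrophages, −0.90 for cell cycle genes, 0.41 for ER stress, 0.23 for ribosomal proteins, 0.0696 for mitochondrial ribosomal proteins, −0.67 for bile duct genes and 0.23 for hepatocyte genes.

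The stellate, macrophage and cell cycle lists passed camera in males at 70% compared to 0% with medians below 0, and none of them with an estimated correlation. A smaller share of all other cell types alike is argued against by endothelial markers, since the stellate score fell by 0.739 more than theirs (permutation p = 0.00375). An exchange of the labels of P04 and P06, whose stellate scores lie nearer the other group's, is argued against because 0 of the 70% males reach the lipogenesis score of P06 (0.664, against a highest of −0.02). Whether the label of P04 is right stays open. Leaving it out decides nothing, since it has the highest stellate score of the 70% males and its removal can only enlarge the fall (−1.15 without it and −1.02 with it, as the score at 70% minus that at 0%). Its lipogenesis score of −0.19 lies above the lowest of the 0% males (−0.33) and under the other 9. Its CPM lay below all 10 of the 0% males for *Fads2* (1118.7 against a lowest of 1334.9), *Cpt1a* (405 against 436), *Scd1* (15695 against 16247) and *Elovl6* (148 against 155), and within the range of the 35% males for each. For the other figure genes it lay above the lowest 0% male, with 890.01 against 855.84 for *Fasn* and 309.76 against 294.05 for *Acadm*. The stellate score was 0.52, −0.03 and −0.49 at 0%, 35% and 70%. The permutation p of 0.00013 for the trend restates the difference of the end groups that prompted it, and the single steps had a permutation p of 0.0324 (35% compared to 0%) and 0.0398 (70% compared to 35%). An effect of bean stays open as a hypothesis.

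The ribosomal protein and ER stress lists passed camera in males at 70% compared to 0% with medians above 0, and neither with an estimated correlation. Transcript length and GC content are argued against as the cause: 0% of 10000 random lists matched on these and on level had a median as high for either list. The change in stellate cells and macrophages is argued against as the whole cause, since 70.6% of the ribosomal median was kept with both scores as covariates. Chance stays open for the ribosomal list, because 9 of 100 groupings of the mice gave a camera p as small.

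Transcripts with log2 changes beyond 2 at 70% compared to 0% numbered 35 in females and 54 in males. Counts moving between the transcripts of a gene could give such changes without a change of the gene. Of those belonging to genes with more than 1 transcript, 32.3% over both sexes had a gene sum changed by under 1. In males it was 22.2% (8 of 36), so this is argued against there for the larger part. In females it was 46.2% (12 of 26), and it stays open. No biological explanation was tested for these.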

How the results depend on the processing

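All alternatives were set before the data were examined except the fits without mice P01, P04, P69 or P96 and the fit with a block for animal codes, which were chosen only after the values were seen. Each animal has its own code and the groups share no replicate numbers, so the labels give no pairs; a block for consecutive codes is given at the end. With 10 mice per group, leaving out each mouse in turn was not run. For the changes below the cause was not tested, except that a stricter filter or counts summed per gene leave fewer features to adjust for, the all-mice fit shares 1 estimate of the spread, and an estimated correlation widens the null of a list.

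Of 387 gene results in the text, 247 were past the threshold. Over 3375 values under the alternatives set before the data were examined, 3353 kept their direction, 83 calls were lost, 114 were gained and 1 reversed: *Apoe* in males at 70% compared to 0%, with a log2FC of −0.000139 for counts summed per gene (p = 1). The fit of all 60 mice lost 26 calls and gained 6, only the compared groups lost 18 and gained 3, and no filter lost 24 and gained 3. Counts summed per gene lost 3 and gained 31, DESeq2 lost 0 and gained 29, and the stricter filter lost 0 and gained 25. limma-voom lost 9 and gained 15, upper-quartile factors lost 2 and gained 1, and RLE factors lost 1 and gained 1. Of 848 values without 1 of the 4 mice, 839 kept their direction, 17 calls were lost and 21 gained.

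At 35% compared to 0% the count of 110.0 changed transcripts in females became 309 with counts summed per gene, 385 with DESeq2, 179 with limma-voom, 70.0 with no filter, 247 with the stricter filter, 37 in the fit of all 60 mice and 860.0 at the paper's thresholds. In males the count of 3 became 11, 113, 7 (stricter filter), 24 (all 60 mice) and 734 (the paper's thresholds), the first 2 for gene sums and DESeq2. For females at 70% compared to 35% the count of 46 became 113 with gene sums, 262 with DESeq2, 92 with the stricter filter, 30.0 with only the compared groups and 742 at the paper's thresholds, and it ranged from 22 (without P96) to 40.0 (without P69). For males at 70% compared to 35% the count of 32 became 229 with gene sums, 395 with DESeq2, 116 with limma-voom, 14 with no filter, 173 with the stricter filter, 1 with only the compared groups, 174 with all 60 mice and 1058 at the paper's thresholds, and it ranged from 45 (without P01) to 137 (without P04).

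At 70% compared to 0% the count of 1160.0 in females became 1817 with gene sums and 1783 with DESeq2, and that of 1676 in males became 3138 with gene sums. The other alternatives stayed within 1.5 times these counts. Dose trends were called for 1143 transcripts in females (1808 with gene sums, 1774 with DESeq2, 3634 with no filter) and 1689 in males (3164 with gene sums, 4264 with no filter). The 87 transcripts whose 70% response differed between the sexes became 346 with gene sums, 326 with DESeq2, 182 with limma-voom, 778 with no filter and 212 with the stricter filter, and ranged from 79 (without P69) to 204 (without P04). For the 35% response the count of 0 became 1 with gene sums, 82 with DESeq2, 2 with limma-voom, 452 with no filter and 1 with the stricter filter, and ranged from 0 to 1 (without P01).

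Calls on the gene lists depend on the correlation assumed between genes. With an estimated correlation no list passed: lipogenesis kept its medians of −0.82 in females (adjusted p = 0.0911) and −0.73 in males (0.301), triacylglycerol degradation 0.26 (0.0911) and 0.36 (0.243), and β-oxidation in females 0.17 (0.254). The 89 calls on the other lists fell to 0. Triacylglycerol synthesis did not pass in the main setting, but did in females with gene sums (median −0.14, adjusted p = 0.0293), DESeq2 (−0.17, 0.0343), only the compared groups (−0.17, 0.0363) and gene sums for the members alone (−0.13, 0.0159). In males it passed with gene sums (−0.15, 0.0452) and for the members alone (−0.17, 0.0216), and ranged from −0.26 without P04 (0.283) to −0.23 without P01 (0.0425). β-oxidation in males passed under no setting. There the direction of the test turned from up to down with limma-voom (median −0.0433, adjusted p = 0.922) and the stricter filter (−0.0512, 0.712), and the median ranged from −0.0540 without P01 (0.615, also down) to 0.00845 without P04 (0.331).

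The correlation of female and male log2 fold changes at 70% was 0.386 over all genes tested in both sexes. It was 0.641 over genes past the threshold in at least 1 sex, 0.456 with gene sums, 0.254 with limma-voom, 0.141 with no filter, 0.571 with the stricter filter and 0.323 with all 60 mice. Transcripts with few counts are measured least precisely, and the filters act on these.

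The animal codes run in order of diet, so that each sex has 10 sets of 3 consecutive codes with 1 mouse per diet. The paper states that mice were assigned to the diets by staggered randomization by body weight and fed for 12–14 weeks, so a set may share a weight class or a feeding period, but the sources used here do not say which mice did. Deviations from the group means correlated with a mean r of 0.00602 within sets in females (lowest −0.0292, highest 0.0855) and 0.0227 in males (−0.0247 and 0.218). Between sets the mean r was −0.000639 in females and −0.00246 in males. Of 30 mice, 7 in females and 5 in males were closest to a mouse of their own set. The number that chance would give was not computed, so shared structure within sets stays open. With a block for the set, the count for males at 70% compared to 35% went from 32 to 65, that for the sex difference at 70% from 87 to 146 and that at 35% from 0 to 2. The correlation of the sexes went to 0.289. The other counts stayed within 1.5 times, no call on the 10 lipid lists changed, and of 387 gene results 386 kept their direction, with 11 calls lost and 19 gained. β-oxidation in males had a median of −0.0269 (adjusted p = 0.962).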

Differences from the paper's values

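Of 588 log2 ratios that Table S4 gives for transcripts also tested here, 582 lay within 1 standard error with the same sign. For a second transcript of *Acsm3* in males at 35% compared to 0%, the paper's ratio is 0.00255 and the value here −0.00128. It has the paper's sign with counts summed per gene, no filter and all 60 mice, and not with RLE or upper-quartile factors, DESeq2, limma-voom, the stricter filter or only the compared groups. For *Slc25a1* in males at 70% compared to 35%, the paper's ratio is −0.000823 and the value here 0.00424. It has the paper's sign with limma-voom, no filter and the stricter filter, and not under the other 6 alternatives.

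The transcript that Table S4 lists as *Ces1c* (ENSMUST00000109582) is *Ces1b* in GENCODE vM21. In females the paper's ratios are 0.27 at 70% compared to 0% and 0.08 at 70% compared to 35%, and the values here 0.56 and 0.34. In males the paper's ratios are 0.52 and 0.2, and the values here 0.84 and 0.46. All 9 alternatives set before the data were examined differ from the paper's ratio in each of these 4 comparisons. The *Ces1c* transcript ENSMUST00000034189, which was singled out after its values were seen, has 0.27, 0.08, 0.52 and 0.21.

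At the paper's thresholds (an unadjusted p under 0.05 and at least 10 RPKM), the paper counts 461 genes in females at 35% compared to 0%, 966 at 70% compared to 0% and 389 at 70% compared to 35%, and the counts here are 808, 1487 and 695. The paper's counts in males are 394, 1130 and 535, and those here 698, 1732 and 986. In the fit of all 60 mice the female counts (653, 1348 and 547) fall within 1.5 times the paper's, and the male counts (857, 1831 and 1084) do not. For females at 70% compared to 0%, no filter (1448) and the stricter filter (1443) also come within that limit. For males at 70% compared to 0%, no filter (1688), the stricter filter (1674) and only the compared groups (1643) do. Counts summed per gene, RLE and upper-quartile factors, DESeq2 and limma-voom do not in any of the 6 comparisons, nor do the filters and the compared groups in the other comparisons.

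The paper's text states 122 directions of named genes at 70% compared to 0% that could be compared. Of these, 120 have the same direction here, 117 with an unadjusted p under 0.05 and 88 past the adjusted threshold. The paper describes *Acbd4* as lower in males, where its log2FC here was 0.35 (SE 0.118, adjusted p = 0.0771). It gives *Acbd5* in females as lower in one place and as higher in another, and its log2FC here was 0.40 (SE 0.137, adjusted p = 0.107).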

Other observations

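All tests against other groupings of the mice reported here for counts of transcripts, for the lipid lists and for lists without the paper's genes were chosen only after the result was seen. Those for the ribosomal, ER stress and stellate lists and for the number of whole lists were set before. For the lists, the groupings were raised from 30 to 100 after the first 30 were seen.

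Genes of xenobiotic metabolism, which the nuclear receptors CAR and PXR are known to induce, rose in part. Of 26 measured in females, 2 of them in Table S4, 13 rose, 2 fell and 11 did not pass (17 rose and 2 fell when adjusted over the list alone), with a camera adjusted p = 8.77e-10 (adjusted p = 0.0911 with an estimated correlation). The cytochromes *Cyp2c37* (log2FC 1.25, SE 0.119, adjusted p = 1.52e-07) and *Cyp2c50* (log2FC 1.15, adjusted p = 4.19e-07) rose and belong to a family of near-identical genes, so their values are uncertain. In males 11 rose, 1 fell and 13 did not pass (12 rose and 1 fell when adjusted over the list alone) of 25, with a camera adjusted p = 6.69e-05 (adjusted p = 0.243 with an estimated correlation). *Cyp3a11* rose in males (log2FC 1.40, SE 0.142, adjusted p = 9.75e-07) and its change differed between the sexes (difference −0.82, adjusted p = 0.0296). Among genes with a male-biased level in mouse liver, *Gstp1* (log2FC 1.12, SE 0.232, adjusted p = 0.00307, with a female minus male difference −1.23, adjusted p = 0.0176) and the complement gene *C8b* (log2FC 1.24, adjusted p = 0.00464) rose in males at 70%, and for *Gstp1* the difference between the sexes passed. Of 19 measured, 9 rose, 0 fell and 10 did not pass (15 rose and 0 fell when adjusted over the list alone), with a camera adjusted p = 4.29e-10 (adjusted p = 0.277 with an estimated correlation). Of 12 female-biased genes measured in males, 0 rose, 2 fell and 10 did not pass (0 rose and 3 fell when adjusted over the list alone), with a camera adjusted p = 0.00453 (adjusted p = 0.469 with an estimated correlation). Those that fell include the steroid hydroxylase *Cyp17a1*. Each of these lists holds 1 gene of Table S4.

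Of 20 female-biased genes measured in females, 8 rose, 1 fell and 11 did not pass (10 rose and 3 fell when adjusted over the list alone), with a camera adjusted p = 0.00349 (adjusted p = 0.358 with an estimated correlation). The cytochrome *Cyp2b13* rose (log2FC 1.25, SE 0.146, adjusted p = 1.75e-06), while *Cyp17a1* fell (log2FC −0.98, adjusted p = 1.72e-05). Between the sexes the difference passed for 1 member among all transcripts and for 4 when adjusted over the list alone. The male-biased list in females had a camera adjusted p = 0.116: 2 rose, 0 fell and 14 did not pass (5 rose and 0 fell when adjusted over the list alone) of 16. Of 18 clock genes in females, 4 rose, 0 fell and 14 did not pass (9 rose and 2 fell when adjusted over the list alone), with a camera adjusted p = 0.000579 (adjusted p = 0.159 with an estimated correlation). The clock repressor *Ciart* rose by the most of these (log2FC 2.33, SE 0.360, adjusted p = 7.99e-05), followed by the output regulator *Dbp* (log2FC 0.95, adjusted p = 0.0399). In males the list had a camera adjusted p = 0.457: 2 rose, 0 fell and 16 did not pass (2 rose and 0 fell when adjusted over the list alone) of 18, and its median of −0.05 and its mean went opposite ways. Of 13 respiratory chain genes encoded by the mitochondrial genome, 0 rose, 6 fell and 7 did not pass (0 rose and 9 fell when adjusted over the list alone) in females, with a camera adjusted p = 1.09e-06 (adjusted p = 0.47 with an estimated correlation). The *mt-Nd3* transcript fell with the smallest p of these (log2FC −0.42, SE 0.0509, adjusted p = 2.87e-06). The share of all counts from the mitochondrial genome was also lower in females at 70% (5.81%) and at 35% (5.73%) than at 0% (6.55%). Whether single genes were regulated or the whole share was lower was not tested. In males 0 rose, 0 fell and 13 did not pass (0 rose and 1 fell when adjusted over the list alone), with a camera adjusted p = 0.163.

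In males, of 15 genes of ER stress, 13 rose, 0 fell and 2 did not pass (14 rose and 0 fell when adjusted over the list alone), with a camera adjusted p = 6.29e-14 (adjusted p = 0.159 with an estimated correlation). The disulfide isomerase *Pdia4* (log2FC 0.46, SE 0.0632, adjusted p = 0.000113), the co-chaperone *Dnajc3* (log2FC 0.32, adjusted p = 0.000271) and *Sdf2l1* (log2FC 0.91, adjusted p = 0.000273) are examples, and the difference between the sexes passed for *Dnajc3* (difference −0.35, adjusted p = 0.0296). In females 1 rose, 0 fell and 14 did not pass (1 rose and 1 fell when adjusted over the list alone), with a camera adjusted p = 0.371. Of 83 cytosolic ribosomal protein genes, 43 rose, 0 fell and 40 did not pass (71 rose and 0 fell when adjusted over the list alone) in males, with a camera adjusted p = 1.98e-27 (adjusted p = 0.331 with an estimated correlation). Values for *Rps3a1* (log2FC 0.31, SE 0.0588, adjusted p = 0.00133) and *Rpl4* (log2FC 0.25, adjusted p = 0.00143) show the size of these changes. By edgeR, 0 rose, 0 fell and 83 did not pass (0 rose and 0 fell when adjusted over the list alone) in females, where 3 had an unadjusted p under 0.05, with a camera adjusted p = 0.0526. Between the sexes the difference passed for 0 ribosomal genes among all transcripts tested and for 38 when adjusted over the list alone. Of the hepatocyte list, 5 rose, 0 fell and 7 did not pass (6 rose and 0 fell when adjusted over the list alone) of 12 in males, with a camera adjusted p = 0.000148 (adjusted p = 0.254 with an estimated correlation).

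In females 0 rose, 4 fell and 14 did not pass (0 rose and 7 fell when adjusted over the list alone) of 18 stellate cell genes, with a camera adjusted p = 0.000998 (adjusted p = 0.522 with an estimated correlation), and the collagen *Col3a1* fell (log2FC −0.64, SE 0.164, adjusted p = 0.0172). For macrophages in females 0 rose, 1 fell and 18 did not pass (0 rose and 3 fell when adjusted over the list alone) of 19, with a camera adjusted p = 0.00301 (adjusted p = 0.571 with an estimated correlation). Of 35 genes of the urea cycle and amino acid breakdown, 4 rose, 2 fell and 29 did not pass (5 rose and 6 fell when adjusted over the list alone) in females and 4 rose, 4 fell and 27 did not pass (4 rose and 4 fell when adjusted over the list alone) in males (camera adjusted p = 0.487 and 0.210). *Nags*, which makes the activator of the cycle, rose in males (log2FC 0.34, SE 0.0545, adjusted p = 0.000290). Of 19 genes of the ATF4 response, 3 rose, 1 fell and 15 did not pass (3 rose and 4 fell when adjusted over the list alone) in females and 1 rose, 1 fell and 17 did not pass (1 rose and 2 fell when adjusted over the list alone) in males (camera adjusted p = 0.293 and 0.875). The stress gene *Nupr1* fell in females (log2FC −1.80, adjusted p = 5.76e-05).

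Other groupings of the same mice show how often chance gives results as large. Of 30 groupings for each count, the real one included, 1 reached the real count in 9 of the 10 comparisons. That is the smallest share 30 groupings can give, and it was not adjusted over the comparisons. It makes chance unlikely there, without excluding it. For the 3 transcripts of males at 35% compared to 0% it decides little, since other groupings gave up to 91 in other comparisons. In females the real counts were 110.0 (highest other 1) for 35% compared to 0%, 1160.0 (91) for 70% compared to 0%, 46 (1) for 70% compared to 35% and 1143 (1) for the dose trend. In males they were 3 (0), 1676 (4), 32 (1) and 1689 (0). The count of transcripts whose 70% response differed between the sexes was 87 (7). For the 35% response the count by edgeR was 0 (1126 at an unadjusted p under 0.05; 82 by DESeq2 and 2 by limma-voom). The highest other count was 5. Any grouping reaches a count of 0, as all 30 did, so this comparison decides nothing about chance.

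For the lists at 70% compared to 0%, the camera p at the preset correlation was set against 100 groupings, the real one included, at a share under 0.05 for each list and without adjustment over the lists. Genes that the study chose on these samples favour the real grouping, so the shares of whole lists decide nothing for lipogenesis (1 grouping with a p as small in females, real p = 5.81e-22 and smallest other 6.11e-16; 4 in males, 2.15e-07 and 1.41e-13), triacylglycerol degradation (1 in females, 5.86e-10 and 1.01e-07; 1 in males, 4.91e-08 and 4.11e-07) and mitochondrial β-oxidation in females (2; 1.92e-10 and 1.66e-10). Without the genes of Table S4 or of the paper's text, chance cannot be excluded for the 4 genes left of lipogenesis (11 groupings in females, 0.0228 and 0.00305; 89 in males, 0.933 and 0.0103), the 5 of triacylglycerol degradation (67 in females, 0.64 and 0.026; 22 in males, 0.0419 and 0.00149) and the 11 of β-oxidation in females (18; 0.0105 and 3.55e-05). Nor can it for the whole lists of triacylglycerol synthesis (8 groupings in females, real p = 0.0341 and smallest other 0.00227; 25 in males, 0.0717 and 0.000996), fatty acid uptake (56 in females, 0.611 and 0.00345; 44 in males, 0.164 and 9.44e-06), β-oxidation in males (91; 0.749 and 2.38e-11) and ribosomal proteins in males (9; 1.42e-29 and 1.3e-58).

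ER stress and stellate genes hold no gene of the paper. In males the share lay under this limit for ER stress (1 grouping, real p = 1.35e-15 and smallest other 1.09e-10). It also did for stellate genes (2, 4.85e-12 and 7.29e-13), where another grouping went below the real p. Without adjustment over the lists, this makes chance less likely but does not exclude it. With an estimated correlation neither list passed. The number of whole lists past camera was 23 in females (1 of 100 groupings, highest other 21), which the paper's genes favour as well, and 15 in males (44 of 100, highest other 27), where chance cannot be excluded. Without the paper's genes it was 22 in females (1 of 100, highest other 17), so chance rarely gives a number this high. Another grouping still gave 17, so chance can make many lists pass at the preset correlation, although no other grouping reached 22.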
